# Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation *in vivo*

**DOI:** 10.1093/nar/gkt1401

**Published:** 2014-01-22

**Authors:** Biswajyoti Sahu, Päivi Pihlajamaa, Vanessa Dubois, Stefanie Kerkhofs, Frank Claessens, Olli A. Jänne

## Abstract

The DNA-binding domains (DBDs) of class I steroid receptors—androgen, glucocorticoid, progesterone and mineralocorticoid receptors—recognize a similar *cis*-element, an inverted repeat of 5′-AGAACA-3′ with a 3-nt spacer. However, these receptors regulate transcription programs that are largely receptor-specific. To address the role of the DBD in and of itself in ensuring specificity of androgen receptor (AR) binding to chromatin *in vivo*, we used SPARKI knock-in mice whose AR DBD has the second zinc finger replaced by that of the glucocorticoid receptor. Comparison of AR-binding events in epididymides and prostates of wild-type (wt) and SPARKI mice revealed that AR achieves selective chromatin binding through a less stringent sequence requirement for the 3′-hexamer. In particular, a T at position 12 in the second hexamer is dispensable for wt AR but mandatory for SPARKI AR binding, and only a G at position 11 is highly conserved among wt AR-preferred response elements. Genome-wide AR-binding events agree with the respective transcriptome profiles, in that attenuated AR binding in SPARKI mouse epididymis correlates with blunted androgen response *in vivo*. Collectively, AR-selective actions *in vivo* rely on relaxed rather than increased stringency of *cis*-elements on chromatin. These elements are, in turn, poorly recognized by other class I steroid receptors.

## INTRODUCTION

Androgens mediate the effects of male sex steroids through the androgen receptor (AR) that regulates expression of androgen-dependent genes by binding to *cis*-elements in the regulatory regions of target genes. The DNA-binding domain (DBD) of class I steroid receptors—AR, glucocorticoid receptor (GR), progesterone receptor (PR) and mineralocorticoid receptor (MR)—is highly conserved. They all recognize a similar palindromic response element that comprises an inverted repeat of the 5′-AGAACA-3′ hexamer with a 3-nt spacer, usually termed as a canonical androgen/glucocorticoid response element (ARE/GRE) (1). The first hexamer is highly conserved and represents the high-affinity site for receptor interaction because mutations in this core, as opposed to the second one, have a strong impact on receptor binding and reporter gene responsiveness, as shown by *in vitro* assays (2). In transient transfection experiments, AR, GR, PR and MR are all capable of binding to the canonical ARE/GRE and inducing expression of reporter genes driven by the canonical sequence (3). Moreover, genome-wide analyses using chromatin immunoprecipitation (ChIP) coupled with high-throughput sequencing (ChIP-seq) experiments have shown that AR and GR bind to shared loci on native chromatin (4–6). One-half of the AR cistrome overlaps with that of GR in LNCaP-1F5 prostate cancer cells, and ligand-occupied GR is able to modulate the AR pathway (5). These results present a biological enigma: how are specific responses to cognate ligands of class I steroid receptors ensured in cells that express multiple receptors at the same time.

One potential explanation for specific responses to class I steroid receptor ligands is subtle differences in the *cis*-elements that receptor DBDs recognize on chromatin. Selective AREs resembling direct repeats of the 5′-AGAACA-3′ hexamer are not recognized by GR or MR *in vitro* (3,7,8). A chimeric AR, in which the second zinc finger of the DBD is replaced by that of GR, possesses significantly attenuated affinity for selective AREs in transient transfection experiments and *in vitro* binding assays, whereas transactivation by the chimeric receptor *via* the classical ARE/GREs is similar to or better than that by wild-type (wt) AR (9). A transgenic mouse line with the same AR to GR switch in the second zinc finger of the DBD, dubbed SPARKI (specificity-affecting AR knock-in) mice, has smaller reproductive organs and reduced fertility compared with wt littermates, although androgen-dependent anabolic parameters, such as body weight and muscle strength, are unaffected (9). SPARKI males show reduced sperm count and impaired sperm maturation, suggesting defective function of the epididymis, a highly androgen-responsive reproductive organ (10).

SPARKI mice provide an excellent *in vivo* model system to investigate the importance of DBD structure in and of itself in setting apart genome-wide androgen-specific responses from those potentially regulated by glucocorticoids as well. Here, we compared AR-binding events and transcription programs in epididymides and prostates of wt and SPARKI male mice to delineate potential genome-wide rules behind androgen-selective responses. Our results show that, counter-intuitively, AR selectivity is achieved by relaxed rather than tightened *cis*-element stringency at chromatin binding sites which, in turn, attenuates binding of other class I steroid receptors to these *cis*-elements.

## MATERIALS AND METHODS

### Mice and hormone treatments

All the experiments were carried out using 12-week-old adult male mice of C57BL/6 strain. SPARKI knock-in mice have been described previously (9). Wt littermates were used as controls. For ChIP assays, caput epididymides and ventral prostates were collected from intact wt and SPARKI male mice. For mRNA isolation, caput epididymides were harvested from castrated wt and SPARKI mice. Testosterone treatment was brought about by sc Silastic implants (Silclear Tubing; Degania Silicone, Jordan Valley, Israel) for 7 days, corresponding to a daily dose of 23 µg. Control group received empty implants. All experimental work involving animals was conducted with approval of the Katholieke Universiteit Leuven ethical committee.

### Chromatin immunoprecipitation

ChIP assays were performed as described previously (4) with modification for tissues (11). Ventral prostates from four and caput epididymides from six wt mice and eight SPARKI mice were pooled to yield one 500 -µl chromatin sample. Frozen tissues were pulverized and cross-linked with 1% formaldehyde for 20 min at room temperature. Formaldehyde was quenched by adding 0.125 M glycine for 5 min at room temperature, followed by two washes with ice-cold phosphate-buffered saline. The cross-linked tissues were homogenized in hexylene glycol buffer (1 M hexylene glycol, 0.1 mM MgCl_2_, 5 mM ethylene glycol tetraacetic acid, 1 mM PIPES, 2 mM dithiothreitol, 1 × proteinase inhibitor cocktail; Roche Diagnostics, Indianapolis, IN, USA) using Ultra Turrax (Ika, Staufen, Germany), filtered through nylon net (20 µm), and nuclei isolated by low-speed centrifugation. The crude nuclear pellet was resuspended in radioimmunoprecipitation assay buffer and sonicated using a micro-tip sonicator (Misonix Inc., Farmingdale, NY, USA) to yield chromatin fragments of 100–500 bp in size. Anti-AR (12) and normal rabbit IgG (sc-2027, Santa Cruz, Dallas, TX, USA) antibodies were conjugated to Dynabeads (Invitrogen, Carlsbad, CA, USA) and incubated with sonicated chromatin overnight at 4°C, followed by five washes in LiCl buffer and incubation at 65°C overnight for reverse crosslinking. Immunoprecipitated DNA was purified and used for quantitative polymerase chain reaction (qPCR) analysis. In ChIP–qPCR, immunoprecipitated and input DNA were amplified using SYBR Green Mastermix (Roche) and specific primers (Supplementary Table S1), and the results are shown as percentage of input values.

### ChIP-seq library preparation

ChIP samples were processed according to Illumina’s library preparation protocol by pooling three immunoprecipitates for each library (4). In brief, DNA samples were blunt-ended, A-tailed and ligated to sequencing adapters followed by size selection (size range 150–300 bp) on agarose gel. Excised fragments were purified using Qiaquick Gel Extraction kit (Qiagen GmbH, Hilden, Germany) followed by PCR amplification for 20 cycles. The purified DNA was sequenced using GAII (Illumina Inc., San Diego, CA, USA) at Biomedicum Functional Genomics core facility. ChIP-seq reads were filtered according to Illumina’s instructions using the Illumina chastity filter, and reads were aligned to mouse genome (mm9) using Bowtie without any mismatches. ChIP-seq experiments were carried out in biological duplicates.

### Bioinformatics analysis

ChIP-seq peak calling and differential peak calling were performed using MACS2 (13,14) and HOMER (15) algorithms. The overlap analysis, tag density maps and binding site correlation plots were performed using Cistrome (16). The *de novo* motif analysis was performed using MEME Suite (17) and HOMER motif discovery algorithm (15). Data visualization was carried out using Integrative Genomics Viewer (18). Gene expression profiles for differentially expressed genes in whole epididymis of intact wt and SPARKI mice (10) were compared with the differentially androgen-regulated genes in caput epididymis (11).

### Electrophoretic mobility shift assay

AR and GR DBD fragments of ∼11 kDa in size, corresponding to residues 533–637 of rat AR DBD and residues 432–533 of rat GR DBD, were expressed as glutathione S-transferase fusion proteins in the *Escherichia coli* BL21 strain (8). The GST tag was removed by thrombin cleavage. Double-stranded oligonucleotides containing ARE sequences (Supplementary Table S1) were labeled with [α-^32^P]dCTP by a filling-in with the Klenow fragment of DNA polymerase. Slp-MUT and Slp-HRE sequences have been described (3). Purified AR DBD or GR DBD (100 ng protein) was incubated with radiolabeled probe (20 000 cpm) in 10 mM HEPES (pH 7.9), 2.5 mM MgCl_2_, 0.05 mM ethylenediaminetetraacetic acid, 8% glycerol, 50 mM NaCl, 2.5 ng/μl poly (dIdC), 1 mM dithiothreitol and 0.05% Triton X-100 for 20 min on ice. DBD-bound and unbound probes were separated by electrophoresis on a 4% polyacrylamide gel. Radioactive bands were visualized with STORM 840 PhosphorImager (Molecular Dynamics).

### Transactivation assays

HeLa cells (ATCC, Manassas, VA, USA) were cultured in Dulbecco's modified Eagle's medium containing 4.5 g/l glucose, 4 mM l-glutamine, penicillin (100 IU/ml)–streptomycin (100 μg/ml) (Sigma-Aldrich, St. Louis, MO, USA) and 10% fetal calf serum (Invitrogen). For transactivation experiments, cells were seeded onto 96-well plates (8000 cells/well) in Dulbecco's modified Eagle's medium supplemented with 5% charcoal-stripped serum (Sigma-Aldrich) and transfected using GeneJuice (Novagen, Merck KGaA, Darmstadt, Germany) with 10 ng of AR or GR expression plasmid (19), 100 ng of luciferase reporter plasmid containing four copies of the ARE of interest (Supplementary Table S1) and 5 ng of β-galactosidase expression plasmid (Stratagene, Santa Clara, CA, USA). Reporter plasmids were generated as previously described (3). Cells were lysed after a 24-h exposure to 10 nM methyltrienolone (Perkin Elmer, Waltham, MA, USA) or 10 nM dexamethasone (Sigma-Aldrich). Luciferase and β-galactosidase activities were measured, and transactivation activity was calculated (20).

### RNA isolation and quantitative reverse transcription PCR

Caput epididymides of wt and SPARKI mice (*n* = 5 in both cases) were harvested in RNALater (Qiagen) after a 7-day treatment with testosterone or vehicle. Total RNA was isolated using RNeasy Mini Kit (Qiagen). cDNA synthesis was carried out from 2 µg of total RNA with Transcriptor High Fidelity cDNA synthesis kit using random hexamers (Roche). Quantitative reverse transcription PCR (qRT-PCR) was performed using SYBR Green mastermix (Roche) and normalized to 18 S rRNA levels. Student’s *t*-test (*P* < 0.001) was used to calculate the statistical significance of differences in gene expression in wt and SPARKI mice between testosterone- and vehicle-treated groups and between testosterone-treated wt and SPARKI groups. The primer sequences are provided in Supplementary Table S1.

## RESULTS

### Genome-wide AR-binding events in wt and SPARKI epididymis

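AR binding in the caput epididymis, the proximal segment of the duct in which sperm mature, was mapped by ChIP-seq in 12-week-old male mice of 2 genotypes. The wt mice carry the normal receptor, and in SPARKI mice the receptor carries the second zinc finger of GR. Each genotype had 2 libraries made with an anti-AR antibody and 1 library made with non-specific rabbit IgG. Chromatin was pooled from 6 wt or 8 SPARKI mice, and each library was made from 3 pooled immunoprecipitates. The authors aligned the reads to mm9 with Bowtie, concatenated the 2 AR libraries of each genotype, and called peaks with MACS2 at a false discovery rate of 5% and with HOMER at 2%. For each genotype, the MACS2 list, the HOMER list and the overlap of both were used here. The score of a region in the MACS2 and overlap lists is the authors' −log10 q-value, and that in the HOMER lists is a normalized tag number. Scores are the authors', and their levels were compared by tests only within a list. The normalized tags rise in even steps of 0.211 in the wt list and 0.238 in the SPARKI list. The total to which the tags were scaled and the depth of the single libraries are not given in the sources used here. Because the libraries were concatenated before peak calling, each genotype has a single list with no replicate spread. Tests that set ARBs of the wt list against ARBs of the SPARKI list therefore carry no replicate error and do not separate genotype from library. Shares are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. Tests run across ARBs describe these lists, since ARBs are not replicates.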

ChIP-seq analyses of *in vivo* AR-binding sites (ARBs) on epididymal chromatin were performed in biological duplicate samples. Examples of AR ChIP-seq tracks of wt and SPARKI mice are shown in Figure 1A at two genomic loci that are androgen-responsive in murine epididymis (11); *Fkbp5* (FK506 binding protein 5) encoding a chaperone protein and *Acox3* (acyl-coenzyme A oxidase 3) involved in fatty acid metabolism in peroxisomes. 

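At the Acox3 locus, the strongest ARB lay in an intron on chromosome 5 of mm9, from 35936030 to 35936166 in wt and from 35936035 to 35936167 in SPARKI epididymis. It held 71.4 normalized HOMER tags in the wt list and 60.8 in the SPARKI list. Its score of 65.7 was above 95.4% of wt ARBs, and its score in SPARKI was above 92.8% of SPARKI ARBs. A further wt ARB in an exon (35928117–35928253, score 24.0) had a SPARKI counterpart in the MACS2 list alone (35928111–35928258, score 15.7). A SPARKI ARB in another exon (35929807–35929916, score 8.38) had a wt counterpart in the MACS2 list alone (35929806–35929929, score 7.61).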

AR occupancy is indistinguishable at the *Fkbp5* regulatory region between wt and SPARKI mice, which agrees with the result that *Fkbp5* mRNA accumulation is induced by androgen to the same extent in epididymides of these mice (10). 

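The Fkbp5 gene, which encodes a co-chaperone of steroid receptors, lies on the minus strand of chromosome 17 of mm9 from 28536040 to 28654469. Within the region shown by the tracks and 5 kb on each side, 11 ARBs were found for wt AR and 8 for SPARKI AR, and 6 of the wt ARBs were shared. The shared ARB with the most tags was intronic (28557224–28557360 in wt, 28557214–28557346 in SPARKI), with scores of 108.3 and 108.8 and with 176.4 and 134.3 normalized HOMER tags, respectively. A second strong shared ARB lay 615 bp upstream of the transcription start site (28655016–28655152 in wt), with scores of 89.8 in wt and 124.5 in SPARKI, the highest SPARKI score at the locus, and with 78.8 and 95.1 tags. The tag number was higher in wt at the first of these and higher in SPARKI at the other, and single pooled lists give no error to test either difference. Of the 5 ARBs found in wt alone, those at 28543692–28543828, 28624691–28624817 and 28659003–28659137 overlapped a SPARKI region in the MACS2 list. The remaining ones, at 28569545–28569625 and 28609240–28609308, had scores of 10.0 and 5.05. By MACS2, wt AR had 20 regions at the locus and SPARKI AR 17, and by HOMER wt AR had 13 and SPARKI AR 8.

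**Figure D1:**
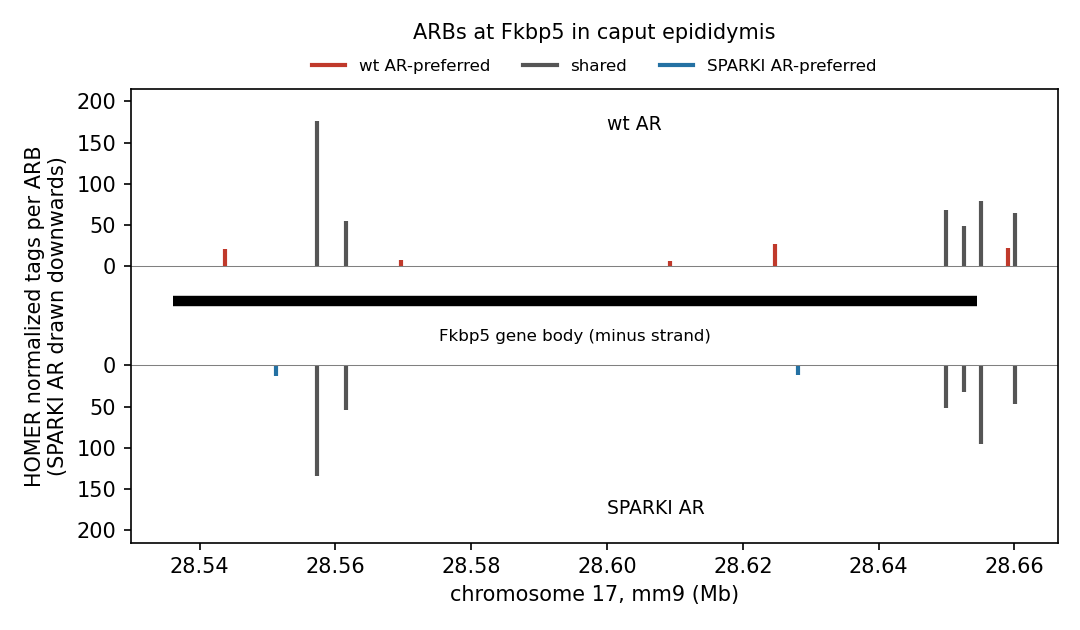
ARBs at Fkbp5 in caput epididymis along chromosome 17 of mm9 (x axis, Mb), each drawn as a line whose length is its normalized HOMER tag number (y axis), upwards for wt AR and downwards for SPARKI AR. Grey lines are shared ARBs, red and blue lines are ARBs preferred by wt AR and by SPARKI AR, and the black bar is the gene body. The tallest line on either side is the intronic ARB with 176.4 tags in wt and 134.3 in SPARKI.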

Sequenced reads were aligned to mouse genome (mm9) using bowtie, and peak calling for individual replicates was carried out using MACS2 (13,14). Importantly, the biological replicates show excellent concordance, as judged by individual ChIP-seq tracks (Figure 1A) and by coefficient values from correlation analyses of the raw sequence data (Figure 1B). To increase the depth of analysis, we concatenated independent biological replicates and re-performed peak calling using two different algorithms, MACS2 and HOMER (15). 

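MACS2 called 13198 regions in wt and 8729 in SPARKI epididymis, and HOMER called 12221 and 10823. Intersecting the regions of both callers at an overlap of at least 1 nt gave 10009 regions for wt and 6446 for SPARKI, and every intersection was identical to a region of the overlap list deposited by the authors. The regions had a median width of 119 bp in wt and 113 bp in SPARKI, and 98.4 and 98.2% of them were on autosomes. Regions of the HOMER lists have a fixed width of 137 bp in wt and 133 bp in SPARKI. The wt list was longer than the SPARKI list by either caller, and the size of the SPARKI cistrome depended on the caller, since the HOMER list alone held 10823 regions.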

The peaks called from the two algorithms were used to compute the final overlapping peaks (with at least 1 nt overlap), resulting in AR cistromes comprising 10 009 and 6446 ARBs in wt and SPARKI epididymides, respectively (Figure 1C, Supplementary Data sets S1 and S2).

**Figure 1.**
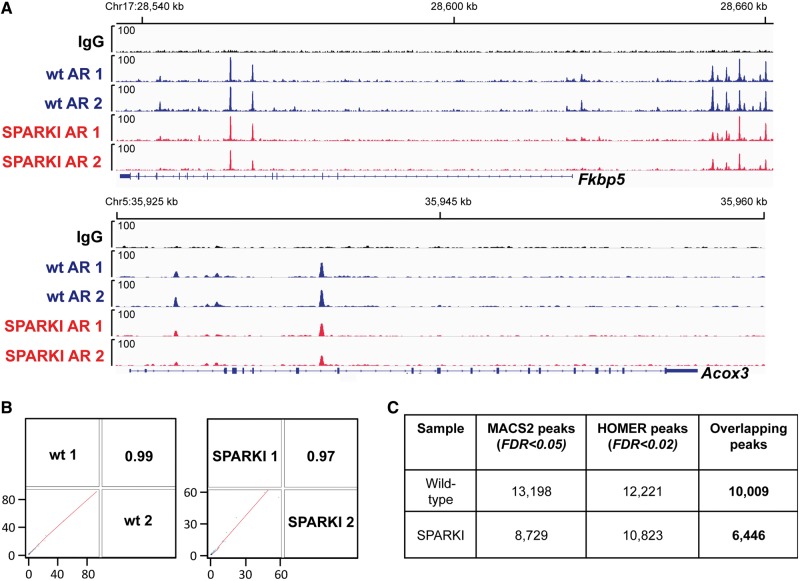
*In vivo* AR binding in epididymis of wt and SPARKI mice. (**A**) AR-binding events mapped to *Fkbp5* and *Acox3* loci in caput epididymis of wt and SPARKI male mice. ChIP-seq tracks from two independent biological replicates and non-specific rabbit IgG control are shown. (**B**) Genome-scale wiggle file correlation plot and correlation coefficient values for AR-binding events of two independent biological replicates in epididymides of wt and SPARKI mice. (**C**) The number of AR-binding peaks derived from concatenated biological replicates and using MACS2 and HOMER peak calling algorithms. (FDR, false discovery rate).

### SPARKI AR fails to recognize wt AR-preferred enhancers

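Of the 6446 SPARKI ARBs, 4492 overlapped a wt ARB by at least 1 nt (69.7%, 95% interval 68.5–70.8%). Of the 10009 wt ARBs, 4491 overlapped a SPARKI ARB (44.9%, 95% interval 43.9–45.9%). These are the shared ARBs, and the remaining 5518 wt and 1954 SPARKI ARBs are the preferred ones. When the ARBs of one genotype were shifted at random by 20 to 200 kb, a mean of 12.5 wt ARBs overlapped a SPARKI ARB, and no more than 24 did in any of 1000 shifts. The strongest shared ARBs in wt lay in introns of Cfdp1 (chromosome 8, 114320567–114320703, score 156.6) and Sh3rf1 (chromosome 8, 63838697–63838833, score 151.4). Others among the top 10 lay near Sox11, a transcription factor gene, and Edn3, which encodes endothelin 3. Shared ARBs were rarer close to genes' start sites than preferred ones. Within 1000 bp of a transcription start site were 3.47% of shared ARBs (95% interval 2.96–4.05%), 5.91% of wt AR-preferred ARBs (5.30–6.56%) and 6.14% of SPARKI AR-preferred ARBs (5.12–7.30%).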

Two-thirds of the SPARKI AR cistrome overlap with that of wt mice (Figure 2A). The greater number of ARBs that are unique to wt epididymis is explainable by the ability of wt AR to recognize selective AREs. Because the SPARKI AR is anticipated to recognize the canonical ARE/GRE only, it is intriguing that there are also *in vivo* AR-binding events that are favored by the SPARKI receptor (Figure 2A). 

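The ARBs found in SPARKI but not in wt epididymis numbered 1954, or 30.3% of the SPARKI cistrome (95% interval 29.2–31.5%). The strongest lay 117 bp downstream of Fam89a (chromosome 8, 127263974–127264106, score 75.6) and held no element within 50 bp of its centre. Of the 9 among the 10 strongest that held an element there, 8 had T at position 12, counted from the 5′ base of the 15-bp element. The next, far upstream of Cd180 (chromosome 13, 103023539–103023671, score 69.6), held AGTACAGAATGTTCT. An ARB upstream of Aqp11, a water channel gene (chromosome 7, 104896798–104896930, score 57.4), held AGAACATTCTGTCCC. One in an intron of Tox, which encodes a transcription factor of developing T cells (chromosome 4, 6864432–6864561, score 42.9), held GGAACAAAGTGTTCC. The exception, far downstream of 4930474N05Rik (chromosome 14, 37296074–37296206, score 40.1), held TGGACACCAGCCCCC. The share depended on the caller, and with the HOMER lists alone 50.1% of SPARKI regions had no wt counterpart.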

As ChIP-seq provides a quantitative assessment of receptor binding across the genome, the tag density of AR binding to a given site could be used as a surrogate measure for the affinity of the receptor to this site. 

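At the 4490 shared ARBs that pair one to one, the median tag number was 16.2 normalized tags in the wt HOMER list and 13.2 in the SPARKI list. The median log2 ratio of wt to SPARKI tags was 0.29, and 95% of the ratios lay between −1.06 and 1.68 on the log2 scale. At 3775 of the pairs (84.1%, 95% interval 83.0–85.1%) the tag numbers of the 2 genotypes were within 2-fold of each other. Strong shared ARBs in wt tended to be strong in SPARKI. Across these ARBs, the log2 tag numbers correlated with Pearson's r = 0.774 and Spearman's rho = 0.725, and the log2 scores with r = 0.637 and rho = 0.634. Each of these had a permutation p of 1e-05, the smallest that 100000 permutations can give. The tags of each genotype were normalized separately, so a ratio common to all ARBs cannot be read as a difference in binding.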

The tag density maps of AR-binding events and average tag profiles in wt and SPARKI mice indicate that the two receptors are loaded to the same extent onto sites shared by wt AR and SPARKI AR, most likely reflecting indistinguishable binding affinities of the receptors for these sites (Figure 2B and C). Overall, wt and SPARKI ARs bind to the shared sites with ∼2-fold higher affinity than to non-shared sites (Figure 2C). 

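Shared ARBs were stronger than preferred ARBs in both genotypes. In the wt list, shared ARBs had a mean of 24.7 normalized HOMER tags (SD 29.3 across 4491 ARBs) and wt AR-preferred ARBs a mean of 11.7 (SD 7.83 across 5518), a ratio of 2.10. In the SPARKI list, the means were 19.8 (SD 30.4 across 4492) and 8.54 (SD 3.73 across 1954), a ratio of 2.32. By score, the median was 21.5 at shared and 9.03 at preferred ARBs in wt, and 13.9 and 5.95 in SPARKI. On the log2 scale, the mean score of shared ARBs was higher by 1.16 in wt (standard error 0.02) and by 1.21 in SPARKI (standard error 0.03). Both differences had the smallest permutation p that 100000 resamples can give, 1e-05 (two-sided, across ARBs), and the same value after adjustment for the 4 lists tested. Regions near the calling threshold are the most easily missed in a second list. Higher tags and scores at shared ARBs can thus follow from how the classes were formed, which the test does not separate from binding. Shared ARBs made up 90.8% of the 1000 highest-scoring wt ARBs and 98.9% of the 644 highest-scoring SPARKI ARBs.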

Interestingly, shared sites have also been reported to be the high-affinity binding loci for the estrogen receptor, when chromatin binding events in multiple estrogen target tissues or cell lines were compared with those with strict tissue- or cell-type specificity (21).

**Figure 2.**
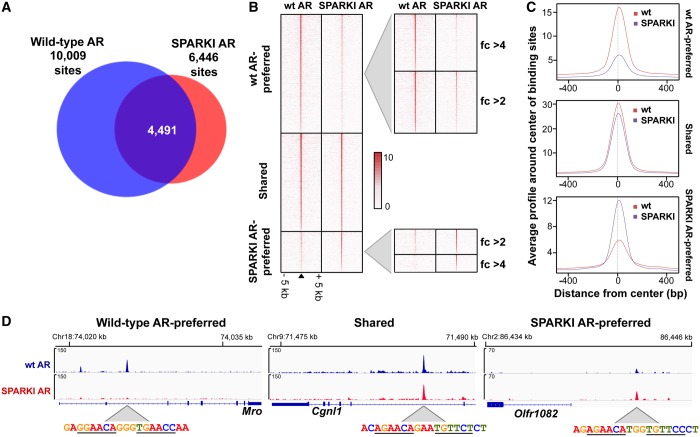
Features of the AR-binding events in epididymides of wt and SPARKI mice. (**A**) Area-proportional Venn diagrams of AR cistromes in epididymis of wt and SPARKI mice. (**B**) Tag density maps of AR-binding events in wt and SPARKI epididymides at wt AR-preferred, shared and SPARKI AR-preferred binding sites in a span of ±5 kb. Tag density maps of AR-binding events in wt and SPARKI epididymides at wt AR-preferred sites showing 2–4-fold or >4-fold difference in the differential enrichment analysis (wt versus SPARKI), and at SPARKI AR-preferred sites showing 2–4-fold or >4-fold difference in SPARKI versus wt differential enrichment analysis using HOMER. (**C**) Average tag numbers of ARBs in a window of ±500 bp centered around the summit of the receptor-binding site in the three AR-binding event categories: wt AR-preferred, shared and SPARKI AR-preferred. (**D**) ChIP-seq track examples of AR-binding events in the three categories and the corresponding DNA sequence at the summit of the ARBs. Fold-enrichment ratios computed from ChIP-seq peaks: *Mro* (wt versus SPARKI) 78-fold, *Cgnl1* (wt versus SPARKI) 1.09-fold, *Olfr1082* (SPARKI versus wt) 3.3-fold.

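At Mro, 3 wt ARBs and no SPARKI region of either caller were found. The strongest, in an intron on chromosome 18 from 74025627 to 74025762, had a score of 78.1 and 62.6 normalized HOMER tags. At Cgnl1, a gene for a junction protein, the shared ARB had a score of 67.3 in wt and 56.4 in SPARKI, a ratio of 1.19, and 44.3 and 44.2 normalized tags. At Olfr1082, an olfactory receptor gene, the SPARKI ARB 3849 bp upstream of the gene had a score of 24.4. The wt counterpart was in the MACS2 list alone (chromosome 2, 86442754–86442822), with a score of 7.46, which gives a ratio of 3.27 of SPARKI to wt. These ratios are between −log10 q-values of lists made separately, not between tag numbers.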

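Some ARBs that were preferred by overlap did have a peak of the other receptor in the list of a single caller. Of the 5518 wt AR-preferred ARBs, 558 overlapped a SPARKI region of the MACS2 list, 570 a SPARKI region of the HOMER list, and none both, together 1128 (20.4%, 95% interval 19.4–21.5%). Of the 1954 SPARKI AR-preferred ARBs, 451 overlapped a wt region of either list (23.1%, 95% interval 21.2–25.0%). In 1000 random shifts, at most 21 wt AR-preferred ARBs overlapped the SPARKI MACS2 list and at most 27 the HOMER list. Where a wt AR-preferred ARB had a SPARKI HOMER region, the median ratio of wt to SPARKI tags was 1.55. For the 164 SPARKI AR-preferred ARBs with a wt HOMER region, the median ratio of SPARKI to wt tags was 1.28. Both ratios cover only ARBs where the other receptor had enough tags for a HOMER peak. They do not describe the preferred ARBs as a whole.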

The ‘uniqueness’ of wt and SPARKI AR-binding events is relative rather than absolute, in that there are significant quantitative differences in the recruitment of the two ARs to these sites. Therefore, we call the two ARB groups as wt AR-preferred and SPARKI AR-preferred sites (Figure 2B and C). The tag density maps constructed for the wt AR-preferred sites with a >4-fold and a 2–4-fold change over SPARKI ARBs indicate that wt AR-binding events with high fold changes are poorly recognized by SPARKI AR (Figure 2B). 

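The 1721 wt AR-preferred ARBs with a >4-fold difference over SPARKI (Supplementary Data set S3) were selected by the authors for that difference, so few SPARKI peaks follow from the selection. In either caller's list, a SPARKI region was found at 60 of them (3.49%) and at 1068 of the remaining wt AR-preferred ARBs (28.1%). Their median score in wt was 11.4 and that of the remaining ones 8.49, which the selection can also raise.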

The reverse is true for the AR-binding events preferred by SPARKI AR; these sites are recognized less well by wt AR (Figure 2B). 

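Among the 414 SPARKI AR-preferred ARBs with a >4-fold difference over wt (Supplementary Data set S4), which were selected in the same way, a wt region of either caller was found at 5 (1.21%) and at 446 of the remaining SPARKI AR-preferred ARBs (29.0%). Their median score in the SPARKI list was 5.95, and that of the remaining ones 6.03.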

The average tag profiles—a more quantitative assessment of the differences—reveal that the ARBs preferred by wt AR have tag numbers three times higher than those of SPARKI AR at the same sites, and the binding events preferred by SPARKI AR have twice the number of tags over those of wt AR at the same sites (Figure 2C). Collectively, these data indicate that there are classes of *cis*-elements that wt and SPARKI ARs recognize with dissimilar binding affinities.

Examples of ChIP-seq tracks are shown in Figure 2D with sequences at the summit of a shared AR-binding event (5′-acAGAACAgaaTGTTCTct-3′) and a SPARKI AR-preferred site (5′-agAGAACAtggTGTTCCct-3′). Both possess a canonical ARE/GRE, a palindrome of 5′-AGAACA-3′ with a 3-nt spacer. 

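Both summit sequences were found exactly in mm9. That of the shared ARB at Cgnl1, ACAGAACAGAATGTTCTCT, lies on the plus strand of chromosome 9 from 71486065 to 71486083, in an intron and 15 bp from the centre of the wt ARB (71486023–71486154). With its flanks, the reference reads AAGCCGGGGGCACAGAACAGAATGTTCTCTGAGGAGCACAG. That of the SPARKI AR-preferred ARB at Olfr1082, AGAGAACATGGTGTTCCCT, lies on the plus strand of chromosome 2 from 86442789 to 86442807, upstream of the gene and 17 bp from the centre of the ARB (86442749–86442881). The reference there reads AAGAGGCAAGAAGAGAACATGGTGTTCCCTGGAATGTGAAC.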

The example of a *cis*-element preferred by wt AR is a non-canonical ARE (Figure 2D) that bears resemblance to an imperfect direct repeat sequence (5′-gaGGAACAgggTGAACCaa-3′).

### WT AR selectivity *in vivo* depends on relaxed *cis*-element stringency

We hypothesized that genome-wide AR-binding events in epididymides of wt and SPARKI mice will help in establishment of defined rules for the *cis*-elements that AR recognizes on chromatin. To this end, we performed *de novo* motif search analyses using MEME Suite (17) for the three ARB categories: (i) binding sites shared by the two receptors or (ii) preferred by wt AR or (iii) SPARKI AR—on sequences comprising the top 1000 sites spanning ±15 bp around the summit of the receptor binding locus. As expected, an inverted palindromic repeat with a 3-nt gap resembling the canonical ARE/GRE is highly enriched among the shared ARBs (*E* = 3.7e-639). Interestingly, a similar *cis*-element is also highly enriched among the ARBs preferred by SPARKI AR (*E* = 3.2e-437). 

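A 15-bp element was learned without any starting sequence from the 1000 highest-scoring ARBs of each class, in windows of 15 bp on each side of the centre, by expectation maximization. Among the shared ARBs, 59.0% of windows were assigned an element, and among SPARKI AR-preferred ARBs 27.7%. In both classes the element was an inverted repeat with a 3-nt spacer. At shared ARBs, G at position 2 made up 90.9% and C at position 5 made up 97.9%. At SPARKI AR-preferred ARBs these were 91.6 and 98.1%. In the 3′ hexamer of shared ARBs, T at position 10 made up 77.0%, G at position 11 made up 95.2%, T at position 12 made up 90.1% and C at position 14 made up 90.7%. The corresponding shares at SPARKI AR-preferred ARBs were 86.4, 93.5, 93.9 and 74.8%. Sequences were taken from the mm9 reference.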

In both instances, there is a high degree of sequence conservation. The best conserved nucleotides are a G at position 2 and a C at position 5, followed by an A at positions 4 and 6, and their complementary partners T, G, T and C at positions 10, 11, 12 and 14, respectively (Figure 3A).

**Figure 3.**
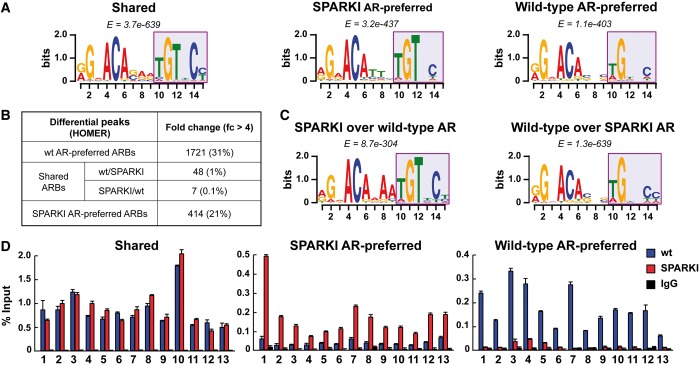
Sequence enrichment analysis and validation of the AR-binding events. (**A**) *Cis*-elements identified by *de novo* motif search for the ARBs belonging to shared, SPARKI AR-preferred and wt AR-preferred categories. (**B**) Differential enrichment analysis for wt versus SPARKI and SPARKI versus wt binding data sets by HOMER for the three categories of AR-binding events. The number of ARBs with differential enrichment >4 and the corresponding percentage of all ARBs in each category are shown. (**C**) *Cis*-elements enriched by *de novo* motif analysis for the binding peaks differentially enriched in SPARKI AR versus wt AR and in wt AR versus SPARKI AR. (**D**) Validation of AR-binding events by direct ChIP–qPCR assays for the three categories. ChIP was performed from chromatin samples obtained after pooling epididymides from six wt and eight SPARKI mice. Mean + SEM for two biological replicates are shown. In each category, 13 loci were selected for the analysis.

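At wt AR-preferred ARBs, the element learned by expectation maximization from the 1000 strongest ARBs had a conserved 5′ hexamer, with G at position 2 in 88.1% and C at position 5 in 93.7%. After the 3-nt spacer, conservation was uneven. G at position 11 made up 89.8%, C at position 14 made up 70.9%, T at position 10 made up 64.0% and T at position 12 made up 59.1%. The information content at position 12 was 0.387 bits, against 1.38 bits in the element of shared ARBs and 1.57 bits in that of SPARKI AR-preferred ARBs. Sites assigned to the element numbered 579 among wt AR-preferred, 538 among shared and 274 among SPARKI AR-preferred ARBs. They were assigned by the whole matrix of each class, position 12 included, which can sharpen the differences between classes.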

*De novo* motif search analyses of the binding sites preferred by wt AR uncovered a different *cis*-element (*E* = 1.1e-403), in which the 5′ hexamer is almost identical with that described above but separated by a 3-nt gap from a hexamer with weak sequence conservation (Figure 3A). This latter hexamer has a highly conserved G at position 11, along with weak conservation for T and C at positions 10 and 14, respectively. 

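Elements were also found by their 5′ hexamer alone (NGNACA, the match nearest to the ARB centre on either strand), so that the 3′ hexamer was not selected for. Positions are counted from 1 at the 5′ base of the 15-bp element. Of the 1000 strongest wt AR-preferred ARBs, 498 held such an element (49.8%), and G occupied position 11 in 76.5% of them. In windows 500 bp away the share was 24.2% (difference 52.3 percentage points, adjusted p = 1.1e-30 from Fisher's exact test). The share of G was 80.2% at shared ARBs, a difference of 3.67 points from the wt AR-preferred ARBs that was not significant (95% interval −1.27 to 8.61, adjusted p = 0.196 from the same exact test). At SPARKI AR-preferred ARBs it was 65.9%, lower than at wt AR-preferred ARBs (difference −10.6 points, adjusted p = 0.00122 from the exact test). C at position 14 was more frequent at shared than at wt AR-preferred ARBs by 9.74 points (adjusted p = 0.00115, exact test), whereas for T at position 10 the difference of 5.98 points missed significance (adjusted p = 0.0671). At SPARKI AR-preferred ARBs, C at position 14 was less frequent than at wt AR-preferred ARBs (difference −11.3 points, adjusted p = 0.00151, exact test). The learned elements gave the opposite order of SPARKI AR-preferred and wt AR-preferred ARBs at both positions. G at position 11 made up 93.5 and 89.8%, and C at position 14 made up 74.8 and 70.9%, so these 2 differences depended on the search. These p-values, like the others on single positions, were adjusted over 36 tests.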

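At epididymal ARBs preferred by wt AR, T occupied position 12 of the element in 44.2% of 498 elements (95% interval 39.8–48.7%). At shared ARBs the share was 69.3% of 580 elements (65.4–73.0%), and at SPARKI AR-preferred ARBs 67.2% of 381 elements (62.2–71.9%). Relative to wt AR-preferred ARBs, T was more frequent by 25.1 percentage points at shared ARBs (95% interval 19.4–30.9, adjusted p = 5.8e-16, Fisher's exact test) and by 23.0 points at SPARKI AR-preferred ARBs (16.6–29.4, adjusted p = 5e-11). Shared and SPARKI AR-preferred ARBs differed by 2.12 points, which was not significant (−3.91 to 8.15, adjusted p = 0.571, exact test). This depended on the setting. With all ARBs of the class, T was found in 68.0% at shared (66.1–70.0%) and 57.1% at SPARKI AR-preferred ARBs (53.1–60.9%). With a 5′ hexamer matching AGAACA with at most 1 mismatch, the shares were 75.1% (70.8–78.9%) and 65.5% (60.3–70.5%). In the learned element the order was reversed, with 89.8 and 95.3%. T at position 12 was still more frequent at wt AR-preferred ARBs than 500 bp away, where it was found in 17.8% of 157 elements (difference 26.3 points, 18.9–33.8, adjusted p = 3.2e-09, exact test). Within 50 bp of the centre, 968 of the 1000 strongest wt AR-preferred ARBs held a match to the hexamer, so single matches may be chance. Of the 10 strongest wt AR-preferred ARBs, all held an element within 50 bp of the centre, and 2 had T at position 12, such as GGCACACCCTGTCTC in an intron of Slc38a10 (chromosome 11, 119997654–119997790, score 93.8). That upstream of Mapk3 (chromosome 7, 133883148–133883284, score 115.3) held GGCACAGAGTGAGCT. That near the start of Insl6, an insulin-like peptide gene (chromosome 19, 29399906–29400042, score 96.2), held AGAACACTTTGGTTA, and that downstream of Cacna2d2, a calcium channel subunit gene (chromosome 9, 107433440–107433576, score 92.5), held AGAACAGTCTGGTCT.

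**Figure D2:**
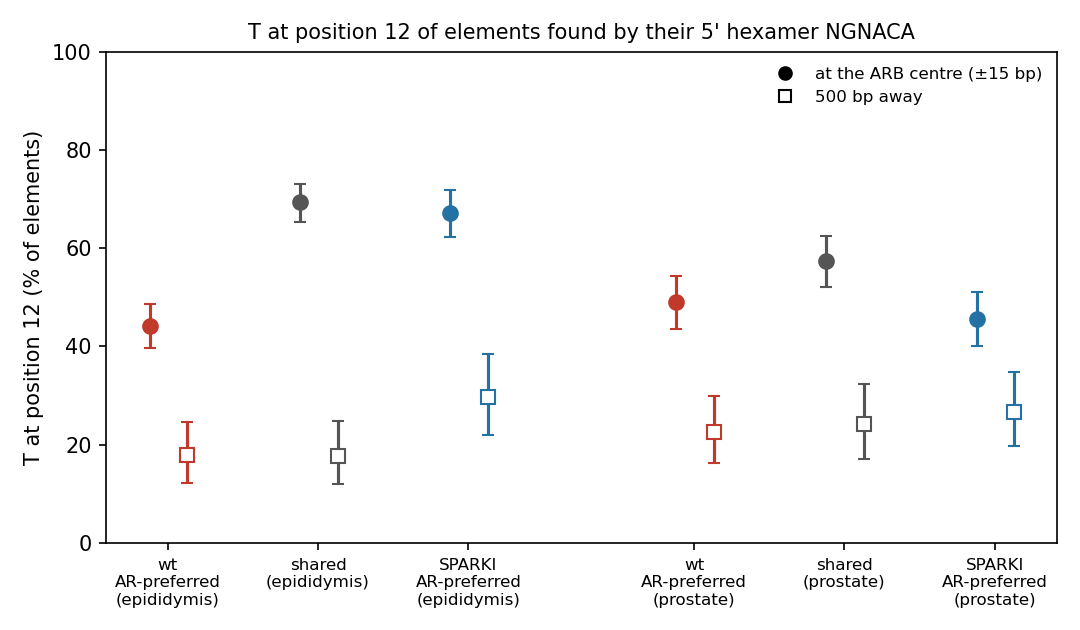
Share of elements with T at position 12 (y axis, %) in each class of ARBs in epididymis and prostate (x axis). Filled circles are elements at the centre of the 1000 highest-scoring ARBs of the class, open squares are elements 500 bp away, and bars are exact 95% intervals. In epididymis the wt AR-preferred ARBs, at 44.2%, lie below the shared ARBs, at 69.3%, and the SPARKI AR-preferred ARBs, at 67.2%.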

Importantly, the highly conserved T at position 12 of the canonical ARE/GRE present at the shared and SPARKI AR-preferred sites is dispensable among the *cis*-elements for wt AR binding. Thus, relaxed stringency in the *cis*-element sequence—dismissal of the conserved T at position 12 in particular—ensures selective wt AR binding to chromatin. This result agrees with a previous mutational analysis showing that substitution of an A with a T at this position in a selective ARE enhances GR binding and glucocorticoid response (2).

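The sequence TGT at positions 10 to 12 was found in 18.9% of the elements at wt AR-preferred ARBs (95% interval 15.5–22.6%), in 44.8% at shared ARBs (40.7–49.0%) and in 41.2% at SPARKI AR-preferred ARBs (36.2–46.3%). The longer match TGTTC at positions 10 to 14 was found in 1.41, 15.9 and 9.19% of the elements, respectively. From the weakly conserved second hexamer at wt AR-preferred ARBs, where T at position 12 is not required, the paper concludes that relaxed stringency of the element lets wt AR bind selectively. It also draws on an earlier mutational study and on its own gel shift and reporter assays. In these, GR bound wt AR-preferred elements weakly or not at all and did not activate through them.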

Wt AR-preferred and SPARKI AR-preferred binding events were next cross-compared directly by HOMER. This analysis revealed that 31% of the wt AR-preferred peaks have >4-fold enrichment over those to SPARKI AR (1721 ARBs, Supplementary Data set S3), and 21% of the SPARKI AR-preferred peaks have >4-fold enrichment over those of wt AR (414 ARBs, Supplementary Data set S4) (Figure 3B). 

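All 1721 regions of Supplementary Data set S3 were identical to wt AR-preferred ARBs of the overlap list, and make up 31.2% of the 5518 (95% interval 30.0–32.4%). Likewise, the 414 regions of Supplementary Data set S4 were identical to SPARKI AR-preferred ARBs, and make up 21.2% of the 1954 (95% interval 19.4–23.1%). The fold differences behind these data sets are the paper's, from its own comparison of tags with HOMER, and were not recomputed.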

Importantly, <1% of the shared AR-binding peaks show >4-fold differential enrichment, implying an equal binding affinity for wt and SPARKI AR at the shared sites (Figure 3B). 

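Among the one-to-one pairs of shared ARBs, the normalized HOMER tags differed more than 4-fold at 49, or 1.09% of 4490 (95% interval 0.81–1.44%). Tags were higher in wt at 42 of these and higher in SPARKI at 7. The tags are those of each caller list, normalized separately for each genotype and not counted anew at a common window.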

To characterize further the nature of the *cis*-elements among the wt AR-preferred ARBs, *de novo* motif search analysis was performed on the top 500 ARBs with >4-fold difference between wt and SPARKI AR binding peaks (Figure 3B, uppermost and lowest lines). This analysis yielded binding motifs for wt and SPARKI AR that are similar to those obtained by direct *de novo* motif searches (*cf.* Figure 3A and C). 

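Among the 500 highest-scoring wt AR-preferred ARBs with a >4-fold difference, T occupied position 12 in 35.8% of 268 elements found by the 5′ hexamer (95% interval 30.1–41.9%), and G occupied position 11 in 74.6%. Among the 414 SPARKI AR-preferred ARBs with a >4-fold difference, fewer than the 500 sought, T was found at position 12 in 47.5% of 122 elements (38.4–56.8%) and G at position 11 in 50.8%. The difference in T of 11.7 points was significant (95% interval 1.16–22.3, p = 0.0337, Fisher's exact test). In both genotypes T was less frequent at ARBs with a >4-fold difference than at the remaining preferred ARBs when all were counted. In wt it was 33.5% of 732 elements against 47.0% of 1477 (exact p = 1.5e-09), and in SPARKI 47.5% of 122 against 59.3% of 523 (exact p = 0.0197).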

Of note, different analysis parameters, such as different windows around the peak summits, the use of shuffled instead of top-enriched sites or different algorithms (HOMER or MEME Suite) did not change the results of *de novo* analysis. Direct ChIP–qPCR validation of 13 randomly chosen loci corresponding to AR-binding events in the three categories confirm that there are significant quantitative differences in the loading of AR onto sites preferred either by wt AR or SPARKI AR (Figure 3D).

### *In vitro* validation of the wt AR-preferred, SPARKI AR-preferred and shared *cis*-elements

Electrophoretic mobility shift assay (EMSA) with AR DBD and GR DBD was used to examine the specificity of a few ARE sequences in the three categories under *in vitro* conditions. Classical and selective AREs, characterized in previous work (3), were used as controls. The second zinc finger of SPARKI AR is identical with that of GR, and SPARKI AR-preferred and shared sequences were bound by both AR DBD and GR DBD (Figure 4A and B). The AREs classified by our ChIP-seq analysis as wt AR-preferred sequences were not recognized by GR DBD at all or with low affinity (Figure 4C). Thus, the results from EMSAs using naked DNA and AR DBD or GR DBD agree with those of ChIP-seq experiments carried out in a genuine chromatin environment and with full-length receptors.

**Figure 4.**
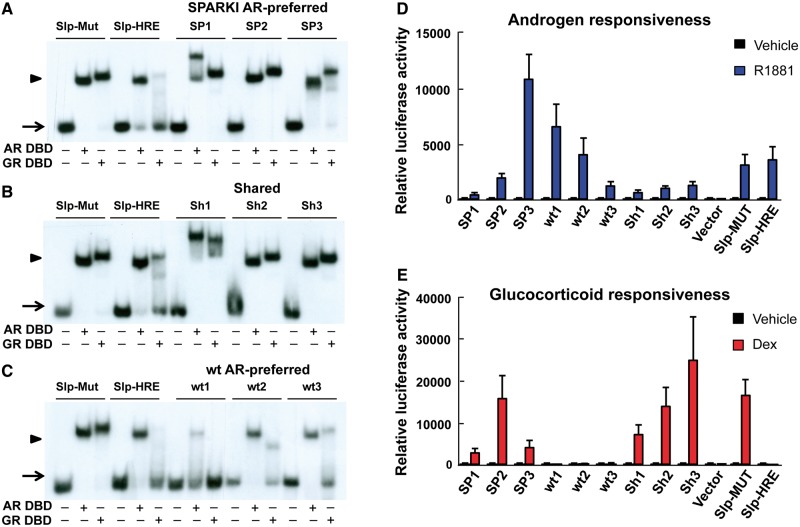
Validation of the three ARB categories by EMSAs and transactivation assays. Radiolabeled double-stranded oligonucleotides containing the AREs were tested for binding by purified AR DBD or GR DBD. Arrows refer to free probe and arrowheads to ARE DBD complexes. Slp-MUT and Slp-HRE are classical and selective ARE controls, respectively. (**A**) AREs from three SPARKI AR-preferred binding sites. (**B**) AREs from three shared binding sites. (**C**) AREs from three AR-preferred binding sites. HeLa cells were transiently transfected with AR (**D**) or GR (**E**) expression vector together with luciferase reporter constructs containing four copies of the putative AREs. Cells were exposed to methyltrienolone (R1881) (**D**) or dexamethasone (Dex) (**E**) for 24 h. Results are normalized to β-galactosidase activities and presented as mean + SEM values of three biological replicates performed in triplicate.

To validate the ARB categories further, three AREs from each group were cloned in four copies upstream of the luciferase reporter gene and exposed in transactivation assays in HeLa cells to methyltrienolone and dexamethasone for AR and GR, respectively. AR was able to transactivate *via* all nine AREs, confirming their functional enhancer nature (Figure 4D). Importantly, GR could transactivate only through shared and SPARKI-preferred ARBs comprising canonical AREs but not through wt AR-preferred ARE sequences (Figure 4E).

### Differential AR-binding events are linked to differentially expressed genes in wt and SPARKI epididymis

By examining the gene expression data from whole epididymides of intact wt and SPARKI male mice (10), we found 511 transcripts with higher expression in wt than SPARKI mice (= wt-preferred genes) and 843 transcripts with higher expression in SPARKI than wt mice (= SPARKI-preferred genes) (fold change ≥1.5, *P* < 0.05). Even though intact male mice have physiological androgen levels, these differentially expressed transcripts may not all be androgen-regulated. To address this issue, we compared the Kerkhofs *et al.* data set (10) with androgen-regulated genes in caput epididymides of castrated male mice treated for 3 days with testosterone or vehicle (11) and identified 219 androgen-regulated transcripts that are differentially expressed in intact SPARKI versus wt mice (110 androgen upregulated and 109 androgen downregulated transcripts, Supplementary Data set S5). Unsupervised hierarchical clustering of the 219 transcripts revealed that most of the wt-preferred genes are upregulated by androgen, whereas most of the SPARKI-preferred genes are downregulated by androgen exposure (Figure 5A). Importantly, the wt-preferred androgen-regulated genes such as *Rhbg*, *Rhbdd3*, *Ehd3*, *Isyna1*, *Acat2*, *Ccno, Ramp3, Lcn12* and *Cyp4f15* show blunted upregulation by testosterone treatment in SPARKI epididymis compared with wt, as judged by mRNA accumulation (Figure 5B). Moreover, loss or attenuation of AR binding at regulatory sites of the wt-preferred genes *Rhbg*, *Rhbdd3*, *Ehd3*, *Isyna1*, *Acat2* and *Ccno* is observed in SPARKI epididymis compared with wt (Figure 5C). Likewise, qRT-PCR assays confirm the differential expression of SPARKI-preferred genes in SPARKI epididymis compared with the wt epididymis as seen in the case of *Arrdc2*, *Pdk2l1* and *Calml3* (Figure 6A). 

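Wt ARBs were found at Rhbg, Rhbdd3, Ehd3, Isyna1, Acat2 and Ccno, and of these loci only Ehd3 had a SPARKI ARB. At Rhbg, an ammonia transporter gene, an intronic wt ARB (chromosome 3, 88052549–88052663) had a score of 17.2. At Rhbdd3, the intronic wt ARB (chromosome 11, 5004641–5004777) had a score of 31.7 and 23.4 normalized HOMER tags, and SPARKI AR had a region of 7.8 tags in the HOMER list alone. At Ehd3, which encodes a protein of endosomal traffic, 1 of 3 wt ARBs was shared (chromosome 17, 74161184–74161284, 9.3 tags in wt and 8 in SPARKI). The ARB in the UTR (74180759–74180894, 25.9 tags) and that downstream of the gene were found in wt alone. Near Isyna1, the inositol-3-phosphate synthase gene, wt ARBs lay in an intron of the neighbouring gene Ell (chromosome 8, 73113093–73113229, score 44.3) and 509 bp downstream of Ell (73117198–73117334, score 30.9). Both lay upstream of Isyna1, which starts at 73118380 on the plus strand, and the second was the closer. At Acat2, an acetyl-CoA acetyltransferase gene, the strongest of 3 wt ARBs was intronic (chromosome 17, 13144375–13144511, 18.1 tags), with a SPARKI region of 6.1 tags in the HOMER list alone. At Ccno, a cyclin gene, the strongest of 3 wt ARBs lay 5803 bp upstream (chromosome 13, 113772139–113772275, score 19.0), with a SPARKI region of score 5.88 in the MACS2 list alone.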

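At Pkd2l1, a gene for a cation channel, the ARB lay in a coding exon on chromosome 19 and was shared (44231710–44231818 in wt, 44231714–44231846 in SPARKI). It had 8 normalized HOMER tags in wt and 39 in SPARKI, and its scores of 10.1 and 72.5 were above 39.5% of wt ARBs and 96.8% of SPARKI ARBs. At Arrdc2, an arrestin domain gene, 2 wt and 4 SPARKI ARBs were found. The strongest, 1503 bp downstream of the gene on chromosome 8 (73357483–73357619 in wt, 73357496–73357628 in SPARKI), had 108.1 tags in wt and 145.9 in SPARKI. A SPARKI ARB at 73358137–73358269 (score 32.3) had a wt counterpart in the MACS2 list alone (score 12.3) and another, downstream of the neighbouring gene Il12rb1 (73346631–73346763, score 17.5), had none.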

There is greater loading of SPARKI AR than wt AR onto the *Pkd2l1* locus, but in some instances, such as *Arrdc2*, there is no clear difference between wt AR and SPARKI AR-binding events (Figure 6B). Examples of androgen-regulated genes (*Fkbp5*, *Acox3*, *Lipg*, *Creld2* and *Kcnk1*) that are stably expressed in both wt and SPARKI epididymides are shown in Figure 6C. 

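At Creld2, which encodes a chaperone of the endoplasmic reticulum, 1 shared ARB lay 4967 bp downstream of the gene (chromosome 15, 88662010–88662146 in wt, 88662000–88662132 in SPARKI). It was among the strongest of either cistrome, with scores of 146.6 in wt and 151.3 in SPARKI and with 162.9 and 124.9 normalized HOMER tags. At Lipg, an endothelial lipase gene, the shared ARB lay 37551 bp downstream of the gene on chromosome 18 (75061357–75061493 in wt). The axis labels of the Lipg track in Fig. 6D do not match each other, so whether this is the ARB shown there is uncertain. It had scores of 56.3 and 66.5 and 37.3 and 48.7 tags in wt and SPARKI, respectively. The tag number was thus higher in wt at Creld2 and higher in SPARKI at Lipg, with no replicate error against which to test either difference.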

In agreement with transcript accumulation, AR loading is equal onto the respective regulatory regions in wt and SPARKI epididymis, as exemplified by *Fkbp5* and *Acox3* (Figure 1A) and *Lipg* and *Creld2* (Figure 6D).

**Figure 5.**
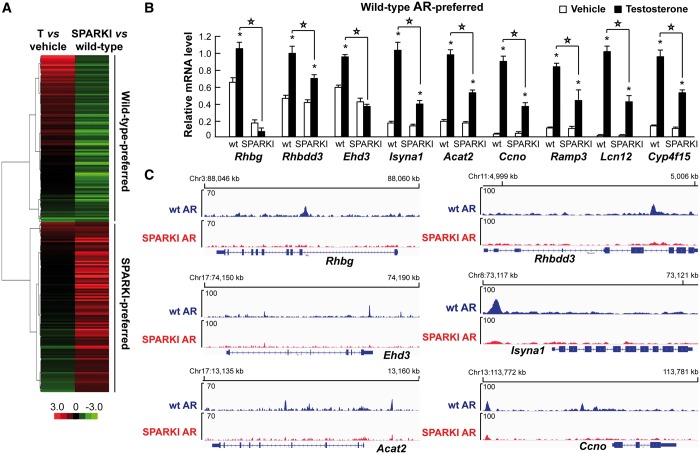
Comparison of AR-binding events and transcriptome profiles in wt and SPARKI epididymis. (**A**) Unsupervised hierarchical clustering of transcripts that are regulated by testosterone in caput epididymis (T versus vehicle) and expressed differentially in epididymides of intact SPARKI and wt male mice (SPARKI versus wt). (**B**) Relative mRNA levels, as measured by qRT-PCR, for wt-preferred androgen-regulated genes in epididymides of castrated wt or SPARKI mice treated with testosterone or vehicle. (Mean + SEM values are shown, *n* = 5). Statistically significant differences (*P* < 0.001) between testosterone-treated wt and SPARKI mice are indicated by *stars above the lines*, and statistically significant differences (*P* < 0.001) between vehicle- and testosterone-treated groups are depicted by *asterisks above the black bar* (testosterone) adjacent to the corresponding white bar (vehicle). (**C**) ChIP-seq tracks of six representative examples showing differences in AR loading onto genomic loci adjacent to AR-regulated genes in wt and SPARKI epididymides.

**Figure 6.**
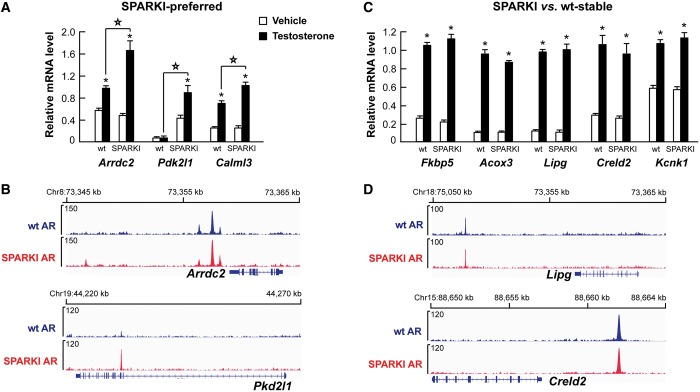
AR-binding events and androgen-regulated genes of wt and SPARKI epididymis for SPARKI-preferred genes and stably expressed genes in SPARKI versus wt conditions. (**A**) Relative mRNA levels, as measured by qRT-PCR, for SPARKI-preferred androgen-regulated genes in wt and SPARKI epididymides of castrated male mice treated with vehicle or testosterone. (Mean + SEM values, *n* = 5). Statistical significant differences (*P* < 0.001) between wt and SPARKI mice after androgen exposure (testosterone) are indicated by *stars above the lines*, and statistically significant differences (*P* < 0.001) between testosterone- and vehicle-treated wt or SPARKI mice are depicted by *asterisks above the black bar* (testosterone) adjacent to the corresponding white bar (vehicle). (**B**) ChIP-seq tracks illustrating AR binding at genomic loci adjacent to the androgen-regulated *Arrdc2* and *Pkd2l1* genes in wt and SPARKI epididymis. (**C**) Relative mRNA levels, as measured by qRT-PCR, for androgen-regulated genes expressed to the same level (stable) in epididymides of intact wt and SPARKI mice. Castrated male mice were treated with testosterone or vehicle for 3 days. (Mean + SEM values, *n* = 5). Statistical significant differences (*P* < 0.001) between testosterone- and vehicle-treated groups are depicted by *asterisks above the black bar* (testosterone) adjacent to the corresponding white bar (vehicle). (**D**) ChIP-seq tracks showing AR loading onto genomic loci adjacent to the androgen-regulated *Lipg* and *Creld2* genes in wt and SPARKI epididymides.

### Relaxed AR *cis*-element stringency is not limited to the epididymis

To examine whether the finding on *in vivo* AR selectivity also applies to another androgen target tissue, we performed AR ChIP-seq on ventral prostates of SPARKI mice and their wt littermates. 

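Ventral prostates of 12-week-old wt and SPARKI mice were used, with chromatin of 4 mice pooled per sample and 3 immunoprecipitates per library. The sample labels give 1 AR library for each genotype and 1 IgG library, from wt prostate, whereas the methods speak of biological duplicates. The authors called peaks with MACS2 and HOMER and deposited 1 list for each genotype, in which the score is the −log10 q-value of MACS2. Supplementary Data set S6 describes the wt list as the overlap of both callers at the thresholds used in epididymis, and the copy used here lacks the description of the SPARKI list. Regions reached 486 bp in wt and 750 bp in SPARKI, whereas those of the epididymal overlap lists reached 137 and 133 bp. The lists of the single callers and HOMER tag numbers in prostate were not analysed here, so the overlap was not recomputed. As in epididymis, no replicate spread was available, and tests between ARBs of the wt and SPARKI lists carry no replicate error.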

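The prostate lists held 6693 ARBs for wt and 5552 for SPARKI, with median widths of 128 and 137 bp. Of the SPARKI ARBs, 3370 overlapped a wt ARB by at least 1 nt (60.7%, 95% interval 59.4–62.0%). Seen from the wt list, 3375 ARBs overlapped a SPARKI ARB, since some regions overlap more than 1 region of the other list. A mean of 9.26 wt ARBs and at most 21 overlapped a SPARKI ARB in 1000 random shifts. The SPARKI AR-preferred ARBs numbered 2182, or 39.3% of the SPARKI list (95% interval 38.0–40.6%).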

Peak calling with MACS2 and HOMER identified 6693 and 5552 high-confidence AR-binding events in prostates of wt and SPARKI mice, respectively, 3370 of which are shared by the two receptors (Figure 7A, Supplementary Data sets S6 and S7). SPARKI AR has low affinity to wt AR-preferred sites and wt AR to SPARKI AR-preferred sites, whereas both receptors bind to shared sites with high affinity (Figure 7B). 

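In both prostate lists, shared ARBs scored higher than preferred ones. The median score was 15.3 at shared and 6.34 at preferred ARBs in wt, and 17.5 and 6.86 in SPARKI. The mean log2 score of shared ARBs was higher by 1.29 in wt (standard error 0.03) and by 1.39 in SPARKI (standard error 0.03), each with a permutation p of 1e-05 across ARBs, the smallest the test can give. As in epididymis, such a difference can follow from how the classes were formed. Across the 3365 one-to-one pairs of shared ARBs, log2 scores in wt and SPARKI correlated with r = 0.678 and rho = 0.639 (permutation p = 1e-05 for both). The strongest shared ARBs in wt lay in an intron of Gldc, the glycine decarboxylase gene (chromosome 19, 30189688–30189949, score 229.1), and upstream of Gm10155 (chromosome 7, 133474351–133474601, score 225.4). Also among the 10 strongest was an ARB in an intron of Zbtb16, a zinc finger transcription factor gene induced by androgens and glucocorticoids (chromosome 9, 48545592–48545883, score 184.4). The strongest ARBs preferred by wt AR were in an intron of Kdm2b (chromosome 5, 123339864–123340086, score 181.1) and upstream of Syt2 (chromosome 1, 136601210–136601421, score 65.9). Among those preferred by SPARKI AR were ARBs in an intron of Grm3, a glutamate receptor gene (chromosome 5, 9549588–9549765, score 72.6), and upstream of Tox3 (chromosome 8, 92955710–92955911, score 60.4). The lists hold no value for a receptor at sites where its own peak was not called, so its loading there was not measured.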

Of the wt AR-preferred ARBs, 1079 sites have >4-fold enrichment over SPARKI AR (Supplementary Data set S8), and 609 SPARKI AR-preferred sites have >4-fold enrichment over wt AR (Supplementary Data set S9). 

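Of the 1000 strongest wt AR-preferred ARBs in prostate, 339 held an element found by its 5′ hexamer. G occupied position 11 in 59.9% of them, 36.0 percentage points above the share 500 bp away (95% interval 27.5–44.5, adjusted p = 4.1e-13, Fisher's exact test). T occupied position 12 in 49.0% (95% interval 43.5–54.4%), 26.4 points above the share 500 bp away (17.9–34.9, adjusted p = 6.7e-08, exact test). TGT at positions 10 to 12 was found in 19.5% of the elements (15.4–24.1%). In the element learned from the sequences alone, G at position 11 made up 80.6%, T at position 12 made up 63.6% and T at position 10 made up 55.6%. Of the 10 strongest of these ARBs, 9 held an element within 50 bp of the centre, and 4 of them had T at position 12, such as AGGACAGGCTGTTCC upstream of 1700054O19Rik (chromosome 14, 26528446–26528677, score 44.3). The ARB upstream of Syt2 held GGAACAGAATGGGAC, and that upstream of Zfp697 (chromosome 3, 98168390–98168591, score 46.9) held AGAACACAGCTCTGC.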

Importantly and similar to epididymis, the *cis*-element identified by *de novo* motif search among the wt AR-preferred ARBs in prostate shows weak conservation of the second hexamer sequence, highlighting the relaxed *cis*-element stringency, with the G at position 11 being an important determinant for selective AR binding *in vivo* (Figure 7C). 

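At shared prostate ARBs, T occupied position 12 in 57.3% of 370 elements (95% interval 52.1–62.4%), and at SPARKI AR-preferred ARBs in 45.5% of 325 (40.0–51.1%). T was more frequent at shared than at wt AR-preferred ARBs by 8.33 percentage points (1.00–15.7, adjusted p = 0.0401, Fisher's exact test), and more frequent at shared than at SPARKI AR-preferred ARBs by 11.8 points (4.36–19.2, adjusted p = 0.00364). The difference between SPARKI AR-preferred and wt AR-preferred ARBs was −3.43 points and was not significant (−11.0 to 4.16, adjusted p = 0.442, exact test). G occupied position 11 in 54.9% of the elements at shared and in 46.2% at SPARKI AR-preferred ARBs. TGT at positions 10 to 12 was found in 27.8% (23.3–32.7%) at shared and in 18.5% (14.4–23.1%) at SPARKI AR-preferred ARBs. At the latter, T at position 12 was above the share 500 bp away by 18.8 points (9.70–27.9, adjusted p = 0.00031, exact test). The excess of T at shared over wt AR-preferred ARBs stayed significant with a window of 50 bp on each side (11.3 points, exact p = 1.7e-06) and with all ARBs of the class (5.81 points, exact p = 0.00827). It was 3.30 points and no longer significant when the 5′ hexamer had to match AGAACA with at most 1 mismatch (exact p = 0.402), and 5.55 points when the element was learned from the sequences alone (exact p = 0.105). For the SPARKI AR-preferred ARBs, that search gave no clear inverted repeat.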

In a manner identical with that in epididymis, SPARKI AR-preferred and shared ARBs are enriched in prostate for the canonical ARE/GRE (Figure 7C). Examples of AR ChIP-seq tracks at three androgen-responsive loci in murine prostate, *Pgap2*, *Creld2* and *Slc25a30* (11) depict wt and SPARKI AR loading onto enhancers of the three ARB categories—wt and SPARKI AR-preferred or shared—and show the respective ARE sequences at peak summits (Figure 7D).

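Each of these loci held 1 ARB in wt and 1 overlapping ARB in SPARKI prostate. At Pgap2, which encodes a protein of GPI anchor maturation, the ARB lay in the UTR (chromosome 7, 109378411–109378649 in wt, 109378452–109378603 in SPARKI). Its scores were 102.2 in wt and 7.98 in SPARKI, a ratio of 12.8, which placed it above 98.3% of wt and 36.4% of SPARKI ARBs. The Creld2 ARB was that found in epididymis (88661923–88662187 in wt prostate), with scores of 118.3 and 109.0 and a ratio of 1.09. At Slc25a30, a mitochondrial carrier gene, the ARB lay 16949 bp upstream of the gene (chromosome 14, 76203744–76203841 in wt, 76203696–76203870 in SPARKI). Its scores were 12.0 in wt and 57.8 in SPARKI, a ratio of 4.82 of SPARKI to wt. By overlap alone, the ARBs at all 3 loci are shared. As in epididymis, the ratios are between −log10 q-values of lists made separately, not between tag numbers.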

**Figure 7.**
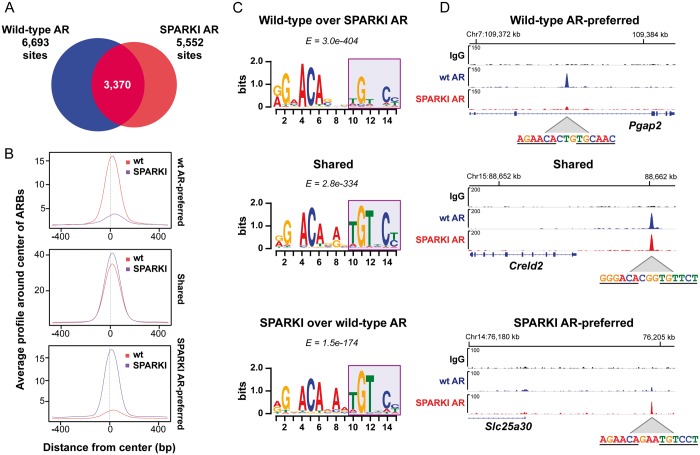
AR cistromes in wt and SPARKI prostates. (**A**) Area-proportional Venn diagrams of AR cistromes in prostates of wt and SPARKI mice. (**B**) Average tag numbers of ARBs in a window of ±500 bp centered around the summit of the receptor-binding site in the three AR-binding event categories: wt AR-preferred, shared and SPARKI AR-preferred. (**C**) *Cis*-elements revealed by *de novo* motif analyses of the top 500 binding peaks differentially enriched in SPARKI AR versus wt AR and in wt AR versus SPARKI AR and shared ARBs. (**D**) ChIP-seq track examples of AR-binding events in the three categories and the corresponding DNA sequence at the summit of the ARBs. Fold-enrichment ratios computed from ChIP-seq peaks: *Pgap2* (wt versus SPARKI) 13-fold, *Creld2* (wt versus SPARKI) 1.08-fold, *Slc25a30* (SPARKI versus wt) 4.8-fold.

## DISCUSSION

Previous work has shown that there are two types of *cis-*elements that are recognized by the AR: (i) classical AREs corresponding to the canonical ARE/GRE and recognized by other class I steroid receptors as well, and (ii) selective AREs recognized primarily by AR and showing features that resemble direct repeats of the 5'-AGAACA-3' hexamer (3,10,22). By using genome-wide *in vivo* AR ChIP-seq on epididymal and prostatic chromatin of wt and SPARKI mice, we show in this work that the SPARKI AR fails to bind or binds with blunted affinity to sites corresponding to selective AREs. A significant proportion—55 and 50% of the epididymal and prostatic AR cistromes, respectively—comprised wt AR-preferred ARBs affirming the biological importance of selective AREs in ensuring specific AR responses. 

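The wt AR-preferred ARBs were 5518 of 10009 in epididymis (55.1%, 95% interval 54.1–56.1%) and 3318 of 6693 in prostate (49.6%, 95% interval 48.4–50.8%). The strongest of them was near Mapk3 in epididymis and in Kdm2b in prostate. From the size of this class in both tissues, the paper concludes that selective AREs are important for specific AR responses.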

Surprisingly, the genome-wide analyses revealed that the selectivity of AR binding over that of other class I steroid receptors relies on relaxed rather than more stringent requirement for the response element sequence. Attenuated binding of SPARKI AR to selective AREs was, in turn, accompanied by blunted response to androgens of the corresponding genes in SPARKI mice.

The 5' hexameric core is almost identical between canonical ARE/GREs and selective AREs, and this hexamer is suggested to be the high-affinity DNA sequence for the binding of the first DBD (22,23). The contact of the first DBD to the high-affinity site is assumed to lead to a conformational change in the receptor protein, and possibly also in the DNA element, which subsequently facilitate binding of the second DBD to the less conserved low-affinity site (22,23). Previous work has indicated that the 3′ hexamer of selective AREs resembles, in many instances, an imperfect direct repeat of the 5′ hexameric sequence 5′-AGAACA-3′ [summarized in (22)]. Our current results show why this would be the case, in that the Gs at positions 2 and 11 are highly conserved in the selective AREs, permitting 3′ hexameric sequences that can be interpreted as being imperfect direct repeats. More importantly, however, selective AREs exhibit no requirement for a T at position 12. Genome-wide ChIP-seq experiments on several cell lines or tissues have shown that *cis*-elements for GR and PR contain a highly conserved T at this position (4–6,24–27). Thus, AR selectivity is achieved by loosening the structural stringency in the 3′ hexameric sequence, and consequently, other class I steroid receptors fail to bind to this element. Crystal structure studies have indicated that AR DBD has substitutions that create higher affinity for the receptor dimer interface than that of GR DBD, and subsequently, the AR could bind to a more diverse set of *cis*-elements with higher affinity and specificity than the GR (22,23). Thus, the high-affinity protein–protein binding at dimer interface rather than stringent *cis*-element structure is important for AR selectivity over the other class I type receptors. Other features in the receptor structure could possibly also contribute to the different binding affinities of AR and GR as well, as mutations changing the amino acids in the dimerization interface did not affect *in vitro* DNA-binding affinities or transactivation capabilities of the two receptors (28).

We examined in this work the role of DBD in and of itself in assuring the selectivity of AR signaling by comparing wt and chimeric receptors. However, specific transcriptional outcome *in vivo* by steroid receptors is influenced not only by the *cis*-element and its interaction with the DBD, but also by a number of chromatin modifications and divergent collaborating factors (29). Pioneer factors are proteins capable of binding to compact chromatin and priming it for steroid receptor binding. In prostate cancer cells and in normal mouse prostate, AR binding is primed by FoxA1, and a distinct *cis*-element, composed of an ARE half-site and a FoxA1 element, is highly enriched among the AR-binding sequences (4,11). Pioneer factors have been reported to guide lineage-, cell-type- and tissue-specific AR binding (5,11,30), and the interplay between steroid receptors and pioneer factors is likely to contribute to the specificity of steroid receptor binding in addition to the DNA–DBD interaction. However, we did not find markedly dissimilar compilations of *cis*-elements for other transcription factors adjacent to the three ARE categories that would explain their divergent receptor binding properties (Supplementary Data set S10).

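As an example of such an element, the forkhead motif was counted, to which the pioneer factor FoxA1 binds. A motif within 50 bp of the ARB centre was present in 2.10% of wt AR-preferred (95% interval 1.74–2.52%), 2.87% of shared (2.40–3.40%) and 2.10% of SPARKI AR-preferred ARBs (1.51–2.84%) in epididymis, none of them above the share 500 bp away. Shared ARBs exceeded wt AR-preferred ARBs in epididymis by 0.770 percentage points (odds ratio 1.38, adjusted p = 0.027, Fisher's exact test). In windows 500 bp away the shares were 3.46% for wt AR-preferred, 4.03% for shared and 2.61% for SPARKI AR-preferred ARBs. Shared ARBs thus exceeded wt AR-preferred ARBs away from the centre too. At both of these classes the motif was rarer at the ARB centre than 500 bp away. In prostate it was present in 8.50% of wt AR-preferred (7.57–9.50%), 15.0% of shared (13.8–16.2%) and 14.8% of SPARKI AR-preferred ARBs (13.3–16.3%), against 3.44 to 3.95% at 500 bp. In prostate, shared and SPARKI AR-preferred ARBs exceeded wt AR-preferred ARBs by 6.46 and 6.26 percentage points, respectively (adjusted p = 1e-15 and 2.1e-12, Fisher's exact test over 6 comparisons). Shared and SPARKI AR-preferred ARBs did not differ significantly (adjusted p = 1, exact test). The motif was chosen after the classes had been formed, and the contents of Supplementary Data set S10 were not analysed here.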

The determinants of preferential *in vivo* binding of SPARKI AR to a subset of ARBs remain elusive. The DNA sequence in itself may act as an allosteric ligand for nuclear receptors, thereby affecting receptor conformation and activity (31). However, it is unlikely that this phenomenon is the main reason for the presence of SPARKI AR-preferred ARBs *in vivo*, as the SPARKI AR sites contain the same ARE sequence as the shared sites. Moreover, the *cis*-elements of SPARKI AR-preferred ARBs in isolation, i.e.*,* in EMSA experiments and reporter gene assays (*cf.* Figure 4), lost their selectivity and responded equally well to wt AR and GR, supporting the importance of local chromatin environment. Differences in local chromatin structure, such as histone and DNA modifications, could explain the occurrence of these sites (32). Finally, in addition to *cis*-elements, cross-talk of steroid receptors with tissue-specific pioneer factors and/or coregulators is likely to influence receptor recruitment to selected chromatin sites and determine the final transcriptional outcome.

## ACCESSION NUMBERS

The ChIP-seq data have been deposited in the Gene Expression Omnibus database with accession number GSE51106, and the gene expression data with accession number GSE47181.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

Academy of Finland, Sigrid Jusélius Foundation, Finnish Cancer Foundations, Biocentrum Helsinki, Helsinki University Central Hospital, Helsinki Biomedical Graduate Program and research grant of the KU Leuven nr OT/11/081. Holder of a doctoral fellowship of the Fund for Scientific Research Flanders (FWO) (to V.D.). Funding for open access charge: Sigrid Jusélius Foundation and Biocentrum Helsinki.

*Conflict of interest statement.* None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation in vivo
**Source:** Nucleic Acids Res. 2014 Jan 22;42(7):4230–40. doi: 10.1093/nar/gkt1401
**Supplement:** Supplementary Data

Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation in vivo — Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation in vivo — Supplementary Data 

# Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation *in vivo*

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - xlsx file

# Supplementary material for: Androgen receptor uses relaxed response element stringency for selective chromatin binding and transcriptional regulation in vivo
**Source:** Nucleic Acids Res. 2014 Jan 22;42(7):4230–40. doi: 10.1093/nar/gkt1401
**Supplement:** Supplementary Data

Table S1. Sequences of the primers used for ChIP and qRT-PCR assays and ARE sequences used for EMSA and transfection assays.

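The ChIP–qPCR primers of the table define short amplicons, and the oligonucleotides define the AREs tested in vitro, in each of the 3 categories. Primer pairs were placed on mm9 by exact match of both primers no more than 1000 bp apart. Of 13 pairs for each category, 12 for wt AR-preferred, 8 for shared and 10 for SPARKI AR-preferred sites were placed, and every placed amplicon overlapped an epididymal ARB of its own category. All 9 oligonucleotides had exactly 1 match and lay in an epididymal ARB of their category. The oligonucleotide wt3, AGAAGCTCACTCTGTGCCGCAC, lies upstream of Mapk3 (chromosome 7, 133883214–133883235, minus strand). The oligonucleotide wt2, AGTGGCCCTGTCTGTCCTTAAA, lies in an intron of Iffo1 (chromosome 6, 125107943–125107964, score of its ARB 47.0). Sh1, CACAGAACGTCCTGTTCCAGAA, lies 19955 bp upstream of Os9 (chromosome 10, 126578160–126578181, score 104.3), and Sh2, AAGAGGACAGTCTGTACTTGCA, in an intron of Ntrk2, a neurotrophin receptor gene (chromosome 13, 59158419–59158440, score 117.5). SP1, AAAAGTACAGAATGTTCTGTGA, lies in the ARB upstream of Cd180 (chromosome 13, 103023606–103023627). In prostate, Sh1, Sh2 and Sh3 again lay in shared ARBs and SP1 in a SPARKI AR-preferred ARB, SP2 lay in a wt AR-preferred ARB, and the others overlapped no ARB.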

**Primer name for ChIP primers**	**Primer sequence (5' → 3')**
**Shared ARBs**	
Shared-ARB1+	AGGAGTCACACCCTTCTGGA
Shared-ARB1-	GGAAAGAACCCAGGGAGGTA
Shared-ARB2+	ACCTCAGGTGCAGTGATGC
Shared-ARB2-	TGCTTGGAGATCTGTCATGG
Shared-ARB3+	CCAATGGAGAACGGAATGTT
Shared-ARB3-	GCCCCATTATCTTTTGTGTCTC
Shared-ARB4+	TGTCTGGCATGATTTCTGA
Shared-ARB4-	CCACAGGGTTCTTGTACCT
Shared-ARB5+	AAGGCCAAGTACACGGTCAC
Shared-ARB5-	ACGTGCCCCAAAATAGCTCAC
Shared-ARB6+	CTTCTAAGGCTCCCCTTGCT
Shared-ARB6-	TCCCTTCAGCCCTGACAA
Shared-ARB7+	GTCAGGCACTAGGACCCAGA
Shared-ARB7-	CTGTGGGTGAGCTGAGAACA
Shared-ARB8+	GGTCAGGTTCAAGGTTCAAGG
Shared-ARB8-	AGCGGAGAGGCAAAGTACAG
Shared-ARB9+	GCCAACACCTGTGAGTTCAA
Shared-ARB9-	CAGATTACTGGGGACAGAACG
Shared-ARB10+	CAGATTACTGGGGACAGAACG
Shared-ARB10-	CAGCATGTCCTGTCCTTGG
Shared-ARB11+	CTCCAGAGTGGTGGGTGTAGA
Shared-ARB11-	ATGATGTTCTGGGACCAAGC
Shared-ARB12+	GCTTGGCCTTGGTAAAGTG
Shared-ARB12-	GCCCTGAAGCAACTTCCTC
Shared-ARB13+	AAAGCCTTCCTCCCTCAGAC
Shared-ARB13-	TGAGGACTCTCCCTGTGTGAT
**SPARKI AR-preferred sites**	
SPARKI-ARB1+	GCCAACCATCATCACCAGA
SPARKI-ARB1-	GCCCCATCTTGATTAATTGTGT
SPARKI-ARB2+	AATTGGTCTCAGGGGAGGAG
SPARKI-ARB2-	AATTGGTCTCAGGGGAGGAG
SPARKI-ARB3+	TGTCTTGTCTGGCCTCATTG

SPARKI-ARB3-	CATGGGTTCCAATTTGTCCT
SPARKI-ARB4+	TGGAGGAGAGGACATAGCAAA
SPARKI-ARB4-	GAGGATGCCTTTCACACCTC
SPARKI-ARB5+	GTGTCAGGTGTCCAGGAGGT
SPARKI-ARB5-	AAGCCATGCTCTAGCAGCTC
SPARKI-ARB6+	GGTCTTGTGACGAGCATCAA
SPARKI-ARB6-	AGGAAGAAGCCACTTGAAAGG
SPARKI-ARB7+	CACTGAGGGGCCAGTAACAT
SPARKI-ARB7-	ATATTGTCCGCTGGAAGCAT
SPARKI-ARB8+	TTGAGAACTGCTGCTCCAGA
SPARKI-ARB8-	TGCTGACCGCTTAGAAAACA
SPARKI-ARB9+	GCTATCCAGGTGGCTGTGTT
SPARKI-ARB9-	GCTGGAAAGAACGGAGTGTC
SPARKI-ARB10+	GTTCCGTATCCCAACTGCAT
SPARKI-ARB1+-	GTCCATGGCTCAGGGA ACT
SPARKI-ARB11+	TGCAGTGTGCGAGAACATTTTG
SPARKI-ARB11-	CTGCCTGAAGAACCAGGGTA
SPARKI-ARB12+	TTGCGCAGGAACACAAAGT
SPARKI-ARB12-	GCAGTTGTTGGGCAGATGT
SPARKI-ARB13+	GTATGGCCACTTGGCTTCAT
SPARKI-ARB13-	TGATCGGGAACAAGACACAA
**Wild-type AR-preferred sites**	
WT-ARB1+	AGTACGGGCTCATTCCACAC
WT-ARB1-	CATGCTGTGGCTCATTCTTG
WT-ARB2+	CAGTGGCAAAGATGGACAGA
WT-ARB2-	ACAGCGTGAAGCACTGTGTTA
WT-ARB3+	GTGGTGGCTGAGAATGGACT
WT-ARB3-	GGGGACAGTGTGAGAAGCTC
WT-ARB4+	GGTGCATGACTACAAGGAGATG
WT-ARB4-	GGGCACACCCTGTAATTGAG
WT-ARB5+	TGAAGCCATTAGGTCCCAAG
WT-ARB5-	ATGGGATCACCGTGTCTTTC
WT-ARB6+	GCTCAGACTGGGATCAAGGA
WT-ARB6-	CCTGGCAGTTTCCTCATAGC
WT-ARB7+	TGCTGCTGACCTCAAGTCC
WT-ARB7-	GAAGAGAACAACGTGCACCA

WT-ARB8+	CGAAAAAGCACAGTGAGCAG
WT-ARB8-	AGGCCTTTCAAATAGTCCATGA
WT-ARB9+	ACCTTGGCTACATTGAGACTCC
WT-ARB9-	TGACACAGGGTTCAGACAGC
WT-ARB10+	AGCCTGTGCTTGCTAGCTG
WT-ARB10-	ACACATGCAGGTGACTCAGG
WT-ARB11+	TCCTGGCGTACTGTCATCAA
WT-ARB11-	CACCAAGTTCCCATACAGCA
WT-ARB12+	TCAGCTATATCCAGAGCCTTCC
WT-ARB12-	GGGAACAGGTTGCTCATGTAA
WT-ARB13+	TGTGAAACACTGCCTTCTGG
WT-ARB13-	TCGACCTTGCGAGTAACCACA
**qRT-PCR primer name**	**Primer sequence (5' → 3')**
<i>18S</i> mRNA+	AAACGGCTACCACATCCAAG
<i>18S</i> mRNA-	CAATTACAGGGCCTCGAAAG
<i>Acat2</i> mRNA+	GGAGTAGGACCAATTCCAGCC
<i>Acat2</i> mRNA-	GGAGTAGGACCAATTCCAGCC
<i>Acox3</i> mRNA+	GCCTATGCCTTGGACCACTT
<i>Acox3</i> mRNA-	ATCTCACGTCCGAGTTCTGC
<i>Arrdc2</i> mRNA+	ATAAACACACCTGCCCTGCT
<i>Arrdc2</i> mRNA-	AGTGTAGCCTTTGCGGTCAA
<i>Calml3</i> mRNA+	ACTGACAGCGAGGAGGAGAT
<i>Calml3</i> mRNA-	ACTGACAGCGAGGAGGAGAT
<i>Ccno</i> mRNA+	AATACGGCCAGAGCTGCTAC
<i>Ccno</i> mRNA-	AGCCAGCTGAGCAGTTTACA
<i>Creld2</i> mRNA+	ATCCAGTGTGAAGTGGGCTG
<i>Creld2</i> mRNA-	CCCACGCAGGTAGAATCACA
<i>Cyp4f15</i> mRNA+	GCCCGTCTGGATGTGTTTGA
<i>Cyp4f15</i> mRNA-	ACCGTTTGGTCACTAAGGCA
<i>Ehd3</i> mRNA+	GGTGGTGGATCCAAAGAAACC
<i>Ehd3</i> mRNA-	AGAGAGGATCCCCGGTGTG
<i>Fkbp5</i> mRNA+	TGAGCTCCTTGATTTCAAAGGTGAGG
<i>Fkbp5</i> mRNA-	CCACAGCAGCCTTCCAGGTGG
<i>Isynal</i> mRNA+	CGGCCCTCAGTCTACATTCC
<i>Isynal</i> mRNA-	CCGCACTGGATCGGAAATCT
<i>Kcnk1</i> mRNA+	TTCCAGGGGAAGGCTACAAC

<i>Kcnk1</i> mRNA-	TTCCAGGGGAAGGCTACAAC
<i>Lcn12</i> mRNA+	AGCCTTCTGGGTAGAACTGG
<i>Lcn12</i> mRNA-	TCCTTCTTCAGCAGACTTGTGG
<i>Lipg</i> mRNA+	TATCACAACCTTGCGTCCCC
<i>Lipg</i> mRNA-	CTGGGTCCTTAGAAGTGCGG
<i>Pdk2l1</i> mRNA+	CCTGGGCCCTGTGTACTTTG
<i>Pdk2l1</i> mRNA-	TTGACCTCGGAGTATGTGTCTG
<i>Ramp3</i> mRNA+	TCTGGAAGTGGTGCAACCTG
<i>Ramp3</i> mRNA-	GTCTCCATCTCGGTGCAGTT
<i>Rhbdd3</i> mRNA+	CACTGGGAAGCAAATCCAGGT
<i>Rhbdd3</i> mRNA-	CCCAGGCATGCATATTTGGTT
<i>Rhbg</i> mRNA+	ACTGGGGCAACCACAGTAAC
<i>Rhbg</i> mRNA-	AGCCGTACCGCTGTAGAAAG
**Sequences used in <i>in vitro</i> assays**	
**Name**	**Sequence (5' → 3'), DNA strand**
Sh1	CACAGAACGTCCTGTTCCAGAA (-1)
Sh2	AAGAGGACAGTCTGTACTTGCA (-1)
Sh3	TGGAGAACGGAATGTTCCGCAC (1)
SP1	AAAAGTACAGAATGTTCTGTGA (1)
SP2	CGCAGAACATTCTGTTCTCCTC (-1)
SP3	CCTAGAACACCAAGTCACAGCA (-1)
wt1	CTCATTCCACACAGTCCCTGCC (1)
wt2	AGTGGCCCTGTCTGTCCTTAAA (1)
wt3	AGAAGCTCACTCTGTGCCGCAC (-1)

How the deposited data were processed for this re-analysis (not part of the article)

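AR ChIP-seq was analysed in caput epididymis and ventral prostate of 12-week-old wt and SPARKI mice. The epididymis had 2 AR libraries for each genotype and 1 IgG library for each, and the prostate had 1 AR library for each genotype and 1 IgG library. Each library held 3 pooled immunoprecipitates, from chromatin of 6 wt or 8 SPARKI mice in epididymis and of 4 mice in prostate.

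The authors aligned the reads to mm9 with Bowtie without mismatches, concatenated the AR libraries of each genotype in epididymis, and called peaks with MACS2 and HOMER. The false discovery rate was 5% for MACS2 and 2% for HOMER in epididymis and, by Supplementary Data set S6, in wt prostate, and it is not given for SPARKI prostate in the sources used here. The versions of these tools are not given in the sources used here. The lists deposited by the authors hold regions with a score. In the MACS2 lists, the epididymal overlap lists of both callers and the prostate lists, the authors' score is the −log10 q-value of MACS2. In the HOMER lists deposited by the authors, the score is a signal, the normalized number of tags of the peak, and its scale is not given in the sources used here. Reads were not used here, and the depth of single libraries is unknown.

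Shared ARBs overlapped a region of the other genotype's overlap list, or prostate list, by at least 1 nt and preferred ARBs did not. Chance overlap came from 1000 random shifts of the regions by 20 to 200 kb. Scores of shared and preferred ARBs were compared within a list by a two-sided permutation test of the mean log2 score with 100000 resamples. Since each genotype had a single list in each tissue, the levels of scores were not tested between genotypes. Tests of sequence between classes compare ARBs of the wt and SPARKI lists, carry no replicate error and describe the lists. Shares have exact Clopper-Pearson 95% intervals, and differences of shares have normal 95% intervals beside the p of Fisher's exact test. P-values were adjusted by the Benjamini-Hochberg method over 4 score tests, 36 tests of positions in the element, 6 forkhead tests, 4 tests of tissue classes and 54 gene list tests.

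Elements were searched in the mm9 reference (NCBIM37) within 15 bp of the centre of the 1000 highest-scoring ARBs of each class, by the 5′ hexamer NGNACA nearest to the centre on either strand, and in windows 500 bp away as background. The centre of the region was used, since the lists hold no summit. Elements of single ARBs named in the text were searched within 50 bp of the centre, where most ARBs hold a match, so such an element may be a chance match. A 15-bp matrix was also learned by expectation maximization with at most 1 element per window, from 60 starting points of which 5 were refined. The learned matrices were placed on the element by their 5′ hexamer, and lay 1 or 3 positions off it in all classes except SPARKI AR-preferred ARBs in epididymis. Positions beyond the matrix, up to 3 at the 3′ end for shared ARBs in prostate, have no estimate. In prostate, the matrix of SPARKI AR-preferred ARBs took 99% of windows, the highest share allowed, and is not a clear element. MEME, which the paper used, was not run. The forkhead motif was searched as TGTTTAC or TGTTTGC on either strand within 50 bp of the centre.

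The genes and ARBs named in the text are the loci the paper shows as ChIP-seq tracks, ARBs among the 10 highest-scoring of each class in each tissue with their nearest gene, the sites of Table S1, and members of the gene lists. The 9 gene lists hold androgen- and glucocorticoid-responsive genes, caput epididymis secretory genes, prostate secretory and luminal genes, steroid receptors with coregulators and pioneer factors, ER folding and stress genes, fatty acid and cholesterol genes, and markers of macrophages, smooth muscle and sperm. A gene counted as near an ARB within 50 kb of its body, and each list was compared with 10000 random gene sets in a permutation test, in which every member was replaced by a gene drawn from the 200 nearest in length. This rule, the gene lists and their test, the tests of scores, of tissue classes and at position 12, and the alternatives, among them position 12 in preferred ARBs with a >4-fold difference, were set before the data were examined. The tests at positions other than 12, the comparison of HOMER tags, the forkhead motif, the distance to start sites, the comparison of position 12 between preferred ARBs with and without a >4-fold difference, the tests of the tissues against each other by odds ratio (Woolf's chi-square test) and the centre of the HOMER peak were added after that. Genes were taken from GENCODE vM1, in which Cebpd, Spink1, Hmgcs1 and Adgre1 were not found.

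Supplementary Data sets S3 and S4 were used as the paper's lists of ARBs with a >4-fold difference. Gene expression in Supplementary Data set S5 was not tested, because the copy used here holds fewer genes than the paper gives. Chromosome 18 sequences are not reported here.

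The steps were tested on simulated data. Overlaps equalled an exhaustive comparison in 100% of 1500 simulated regions. With no difference, the permutation test gave p under 0.05 in 3.5% of 200 simulations, and with a log2 difference of 0.5 in 100%. With T at position 12 planted in 90% of elements, the search by hexamer returned 85.0% and expectation maximization 92.3%, and with 30% planted, 28.8 and 29.2%. Random gene lists gave p under 0.05 in 2% of 500 simulations. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with samtools 1.23.1.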

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

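The tests of explanations and the tests of a difference between the tissues were chosen only after the results were seen.

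In epididymis, T at position 12 was less frequent at wt AR-preferred than at shared ARBs, and within 10 bins of the wt score the difference stayed at 22.2 points (95% interval 18.9–25.4). With wt and SPARKI lists of equal length it was 24.4 points (21.0–27.9), so neither weaker wt sites nor the longer wt list accounts for the whole of it. Predictions for a receptor effect were written after the results were seen, so they are not an independent test. At wt AR-preferred ARBs with a >4-fold difference, T was predicted to be lower. It was less frequent than at the other wt AR-preferred ARBs by −13.5 points. At SPARKI AR-preferred ARBs with a >4-fold difference, such an effect was predicted to raise T. Instead, T was less frequent there, by −11.7 points (95% interval −21.5 to −1.92). T thus fell with a >4-fold difference whichever receptor was preferred, so this split cannot be counted in favour of a receptor effect. Nor does it exclude one. At SPARKI AR-preferred ARBs with a >4-fold difference, G at position 11 was also lower (50.8%) than in the whole class (60.8%), so the fall was not limited to T. Among ARBs with a >4-fold difference, T was more frequent at SPARKI AR-preferred than at wt AR-preferred ones by 14.1 points (95% interval 4.57–23.6, p = 0.00305, Fisher's exact test). From these lists, an effect of the receptor stays open, since each genotype is 1 pooled list and genotype and library cannot be told apart. The paper's gel shift and reporter assays also bear on it and were not analysed here.

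In prostate, T at position 12 was not more frequent at SPARKI AR-preferred than at wt AR-preferred ARBs. The odds ratio was 2.58 in epididymis and 0.872 in prostate, and the tissues differed (p = 2.4e-07, Woolf's chi-square test). In prostate, an element was found at 33.9% of wt AR-preferred and 32.5% of SPARKI AR-preferred ARBs, against 15.5 and 14.2% 500 bp away. In epididymis these shares were 49.8 and 38.1%, against 15.7 and 12.8%. A larger part of the prostate elements may thus be chance matches, which can hide a difference in T. Without ARBs that hold a forkhead motif the difference in prostate was −2.66 points (−10.3 to 4.94), and among the higher-scoring 50% of each list −8.32 points (−16.0 to −0.65), so neither choice brings back the difference seen in epididymis. What sets the tissues apart stays open, as the prostate lists come from 1 library for each genotype.

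In prostate, the forkhead motif was rarer at wt AR-preferred than at shared ARBs. The difference stayed at 5.74 points (3.94–7.55) within 10 bins of the wt score and at 4.94 points (3.39–6.50) within 10 bins of GC content, so these do not account for the whole of it. The odds ratio in prostate, 1.89, was 1.38 times that in epididymis, 1.38 (p = 0.0354, Woolf's chi-square test). A difference between the tissues may contribute, as a hypothesis, but tissue and library cannot be told apart, since no library holds both tissues and the prostate lists come from single libraries.

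The excess of T at position 12 at shared over wt AR-preferred ARBs also differed between the tissues, with odds ratios of 2.85 in epididymis and 1.40 in prostate (p = 0.00031, Woolf's chi-square test). Chance matches among the prostate elements can contribute to this difference as well. Among wt AR-preferred ARBs in epididymis, 1128 had a SPARKI peak in the list of either caller, a comparison the paper does not report. Among SPARKI AR-preferred ARBs, 451 had a wt peak in the list of either caller. In wt mice 2138 epididymal ARBs were also found in prostate, and in SPARKI mice 1456, against at most 28 and 17 in random shifts.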

How the results depend on the processing

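The centre of the HOMER peak was an alternative chosen after the data were seen, and the others were set beforehand. No paired analysis was possible because the libraries of each genotype were concatenated before peak calling, so the lists carry no replicate numbers, and no replicate could be left out. Without depth or replicates, differences of tag number between genotypes cannot be tested. The log2 score of shared over preferred ARBs kept its direction and significance in all 12 alternative values, from 0.77 to 1.41. None of these alternatives removes the part that can follow from how the classes were formed. The epididymal excess of T at position 12 did so in 6 alternatives for shared ARBs (25.0 to 33.5 points) and in 6 for SPARKI AR-preferred ARBs (11.7 to 36.7 points). The 36.7 points came from the learned matrix. Its sites were chosen by the whole matrix, position 12 included, so that value is not free of selection for T.

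The cause was not tested for the following changes, except that lists of equal length and stricter lists hold other regions by construction. The SPARKI cistrome was 10823 with the HOMER list alone. The wt AR-preferred share of epididymal ARBs was 56.8% with MACS2 lists, 52.6% in the higher-scoring 50% of each list, 42.4% with equal lengths and 43.9% when a peak of either caller counted as shared. The SPARKI AR-preferred share was 34.5% with MACS2 lists, 50.1% with HOMER lists, 26.4% in the higher-scoring 50%, 42.4% with equal lengths and 23.3% with either caller. In prostate these shares were 44.2 and 32.9% in the higher-scoring 50%, and 43.7 and 43.7% with equal lengths. The share of epididymal ARBs found in prostate was 26.8% in wt and 24.9% in SPARKI with equal lengths. In prostate the excess of T at shared over wt AR-preferred ARBs kept significance with a window of 50 bp (11.3 points) and all ARBs of the class (5.81 points). It lost significance with the hexamer AGAACA (3.30 points) and the learned matrix (5.55 points). The SPARKI AR-preferred difference reached significance at −34.6 points with the learned matrix, which has no clear element there. Of 54 tests, each of 1 gene list near 1 class of ARBs, 9 passed the threshold at 50 kb, 8 at 10 kb and 5 at 100 kb. Significance was lost at both 10 and 100 kb for caput secretory genes near shared ARBs, in epididymis (excess over random sets of 6.42 and 25.6 points) and in prostate (5.87 and 18.3 points). It was lost at 10 kb for androgen- and glucocorticoid-responsive genes near epididymal SPARKI AR-preferred ARBs (15.0 points), and at 100 kb for prostate secretory genes near prostate shared (39.6 points) and SPARKI AR-preferred ARBs (35.8 points). It was gained at 10 kb for androgen- and glucocorticoid-responsive genes near epididymal wt AR-preferred (33.8 points) and prostate SPARKI AR-preferred ARBs (29.1 points).

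Single gene lists, none past the threshold, changed sign in their excess over random sets. At 10 kb these were, in points, ER folding genes for epididymal wt AR-preferred ARBs (−0.743), fatty acid (−1.26), macrophage (−6.14) and smooth muscle genes (−5.96) for epididymal SPARKI AR-preferred ARBs, steroid receptor (−1.22), ER folding (−0.00133) and macrophage genes (−11.3) for prostate wt AR-preferred ARBs, steroid receptor (−5.48), fatty acid (−4.70) and smooth muscle genes (−7.96) for prostate shared ARBs, and macrophage genes (−6.64) for prostate SPARKI AR-preferred ARBs. At 100 kb they were steroid receptor (−7.60) and macrophage genes (2.94) for epididymal wt AR-preferred, steroid receptor genes (−0.597) for epididymal shared, smooth muscle genes (−3.95) for epididymal SPARKI AR-preferred, macrophage (−8.15), smooth muscle (6.54) and sperm genes (54.0) for prostate wt AR-preferred, fatty acid (−5.00) and smooth muscle genes (−11.1) for prostate shared, and steroid receptor (11.2) and sperm genes (2.39) for prostate SPARKI AR-preferred ARBs. Of 108 such values, 77 kept their direction and side of the threshold.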

Differences from the paper's values

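The forkhead motif and the ratios of HOMER tags were chosen after the data were seen. None of the main values that could be set beside the paper's differed from the paper's by more than 1.5 times. The SPARKI cistrome of epididymis had 6446 ARBs, which is the paper's number, and 10823 regions with the HOMER list alone.

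The paper states that prostate ARBs preferred by SPARKI AR and those that are shared are enriched for the canonical element as in epididymis. T at position 12 was found in 45.5% of elements at SPARKI AR-preferred and in 49.0% at wt AR-preferred ARBs in prostate, a difference of −3.43 points. With a window of 50 bp, all ARBs of the class or the hexamer AGAACA the difference also did not reach significance, and with the learned matrix it was −34.6 points. At SPARKI AR-preferred ARBs that matrix took 99% of windows and is not a clear element, so −34.6 points cannot be set against the paper's statement. The paper's search took the top 500 of the ARBs that were differentially enriched between the receptors. Their lists are not among the sources used here, so the groups are not the same. Both classes were above their background windows, and shared prostate ARBs had the highest share of T, 57.3%.

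The paper describes T at position 12 as dispensable at wt AR-preferred sites. In epididymis it was found in 44.2% of elements there, below the shared ARBs and above the 17.8% found 500 bp away.

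The paper reports no markedly dissimilar elements for other factors beside the ARE categories that could account for their different binding by the receptors. It also describes FoxA1 as priming AR binding in mouse prostate. Whether the forkhead motif accounts for the classes was not tested here. The forkhead motif in prostate was found in 8.50% of wt AR-preferred and 15.0% of shared ARBs. In epididymis the shares were 2.10 and 2.87% (adjusted p = 0.027, Fisher's exact test), both below the 3.46 and 4.03% found 500 bp away.

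The paper gives a smaller share of shared ARBs with a >4-fold difference than the 1.09% found from HOMER tags, whose 95% interval of 0.81 to 1.44% includes the paper's bound. At Mro the paper gives a fold, and since no SPARKI region was found there, no ratio was computed. The highest wt score there, 78.1, is itself near the paper's fold. Ratios of the deposited −log10 q-values at Olfr1082 (3.27), Pgap2 (12.8), Creld2 in prostate (1.09) and Slc25a30 (4.82) are close to the paper's fold enrichments, and that at Cgnl1 was 1.19, where the paper's value is 1.09. These are not ratios of tag numbers.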

Other observations

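None of the tests in this part was chosen after the result was seen.

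ARBs lay near genes that steroid hormones regulate and near secretory genes of the tissue. Of 14 androgen- and glucocorticoid-responsive genes, all 14 had a shared epididymal ARB within 50 kb (26.8% of genes in random sets of like length, adjusted p = 0.0027, permutation test over genes), among them Fkbp5, Tsc22d3, Per1 and Sgk1. In epididymis 8 had a SPARKI AR-preferred ARB (14.5% in random sets, permutation test, adjusted p = 0.0036) and 9 a wt AR-preferred ARB, which did not pass the test (adjusted p = 0.142). At 10 kb this was turned round (permutation test, adjusted p = 0.482 for SPARKI AR-preferred and 0.027 for wt AR-preferred ARBs). In prostate 13 had a wt AR-preferred ARB and 12 a shared ARB (permutation test, adjusted p = 0.0027 for both), and 6 a SPARKI AR-preferred ARB (adjusted p = 0.0756, and 0.0238 at 10 kb). Of 22 caput secretory genes, 16 had a wt AR-preferred epididymal ARB nearby (34.4% in random sets, permutation test, adjusted p = 0.0036), such as the lipocalin gene Lcn5, the cystatin gene Cst8 and Crisp1, 14 had a shared one (adjusted p = 0.0108, but 1 at 10 kb and 0.182 at 100 kb) and 6 a SPARKI AR-preferred one (adjusted p = 0.427). In prostate, 11 of these genes had a shared ARB nearby (permutation test, adjusted p = 0.0252, but 1 at 10 kb and 0.39 at 100 kb), 3 a wt AR-preferred and 4 a SPARKI AR-preferred one (adjusted p = 1 for both). Several of these genes lie in clusters, such as the lipocalins, and can share an ARB, whereas the random sets were not matched for that. Of 14 prostate secretory and luminal genes, 10 had a shared prostate ARB nearby (19.1% in random sets, permutation test, adjusted p = 0.0027, but 0.0594 at 100 kb), including Nkx3-1, Msmb and Tmprss2, 7 a SPARKI AR-preferred one, including Pbsn (adjusted p = 0.0121, but 0.0694 at 100 kb), and 6 a wt AR-preferred one (adjusted p = 0.298). In epididymis 3 of them had a wt AR-preferred, 7 a shared and 2 a SPARKI AR-preferred ARB nearby, none past the threshold.

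The remaining lists did not pass the test in any class of ARBs. Of 15 steroid receptor, coregulator and pioneer factor genes, 7, 6 and 2 had a wt AR-preferred, shared or SPARKI AR-preferred ARB nearby in epididymis and 6, 7 and 3 in prostate. For 15 ER folding and stress genes the numbers were 7, 5 and 5 in epididymis and 3, 5 and 1 in prostate, and for 17 fatty acid and cholesterol genes 10, 9 and 4 and 7, 4 and 5. Of 4 macrophage genes, 1 was near an ARB of each class in epididymis, and in prostate 1 near preferred ARBs of either receptor and 0 near shared ones. Of 5 smooth muscle genes, 1, 2 and 1 were near an ARB in epididymis and 1, 1 and 0 in prostate, and of 5 sperm genes 0 in every class.

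Of epididymal shared ARBs, 1724 (38.4%) were found in prostate, against 677 wt AR-preferred (12.3%, odds ratio 4.46, adjusted p = 1.5e-205, Fisher's exact test) and 260 SPARKI AR-preferred ARBs (13.3%, odds ratio 4.06, adjusted p = 5.9e-98). Of epididymal wt AR-preferred ARBs, 380 overlapped a wt AR-preferred, 245 a shared and 52 a SPARKI AR-preferred ARB in prostate. Epididymal SPARKI AR-preferred ARBs overlapped shared ARBs of prostate most often, with 64 on wt AR-preferred, 115 on shared and 81 on SPARKI AR-preferred ones. Among ARBs preferred in both tissues, without the shared ones, the odds ratio for the same receptor was 9.25 (adjusted p = 9e-25, exact test). These are tests across ARBs, and the strength of the ARBs was not adjusted for. In prostate, the wt AR-preferred ARB at Kdm2b, with a score of 181.1, stood far above the next, at 65.9, and held no element within 50 bp of its centre.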
